# Single Cell RNA-Seq and Machine Learning Reveal Novel Subpopulations in Low-Grade Inflammatory Monocytes With Unique Regulatory Circuits

**DOI:** 10.3389/fimmu.2021.627036

**Published:** 2021-02-23

**Authors:** Jiyoung Lee, Shuo Geng, Song Li, Liwu Li

**Keywords:** monocyte, machine learning, inflammation, regulatory motifs, single cell analysis

## Abstract

Subclinical doses of LPS (SD-LPS) are known to cause low-grade inflammatory activation of monocytes, which could lead to inflammatory diseases including atherosclerosis and metabolic syndrome. Sodium 4-phenylbutyrate is a potential therapeutic compound which can reduce the inflammation caused by SD-LPS. To understand the gene regulatory networks of these processes, we have generated scRNA-seq data from mouse monocytes treated with these compounds and identified 11 novel cell clusters. We have developed a machine learning method to integrate scRNA-seq, ATAC-seq, and binding motifs to characterize gene regulatory networks underlying these cell clusters. Using guided regularized random forest and feature selection, our method achieved high performance and outperformed a traditional enrichment-based method in selecting candidate regulatory genes. Our method is particularly efficient in selecting a few candidate genes to explain observed expression pattern. In particular, among 531 candidate TFs, our method achieves an auROC of 0.961 with only 10 motifs. Finally, we found two novel subpopulations of monocyte cells in response to SD-LPS and we confirmed our analysis using independent flow cytometry experiments. Our results suggest that our new machine learning method can select candidate regulatory genes as potential targets for developing new therapeutics against low grade inflammation.

## Introduction

The innate immune system acts as the first and immediate line of defense targeting broad pathogens through leukocytes such as neutrophils and monocytes. Lipopolysaccharide (LPS), also known as bacterial endotoxin, is a key danger-signal causing various inflammatory responses from the host (1, 2). A higher dose LPS often accompanying with acute bacterial infection can trigger a robust yet transient inflammatory response, coordinating pathogen removal, and tissue homeostasis (3). In contrast, subclinical doses of LPS commonly associated with chronic inflammation and mucosal leakage can cause low-grade and chronic inflammation (1–4). Moreover, chronic inflammation contributes to diseases such as cancers, atherosclerosis, and other metabolic syndromes (1, 2, 5, 6). However, the mechanism of innate immune responses under chronic and low-grade inflammation is poorly understood.

There have also been attempts to intervene with the establishment of low-grade inflammation through the application of compounds such as 4-PBA that is a fatty acid molecule and known as a chemical chaperon in ER stress and a histone deacetylase inhibitor (7–9). The important clinical application of 4-PBA has been reported as a treatment for children's urea cycle disorders (8). Also, other therapeutic potential and effects of 4-PBA have been investigated from murine model for neurodegenerative diseases such as Alzheimer's disease (8). In particular, previous studies explored how 4-PBA affects chronic inflammation induced by subclinical exotoxin in macrophage and neutrophils, and reported that 4-PBA restores anti-inflammatory responses in the innate immune system (7, 9). These findings provide a novel insight about 4-PBA as a promising therapeutic compound for chronic inflammatory diseases. The goal of this study is to understand the underlying mechanisms of innate immune responses toward low-grade inflammation and to use this knowledge to contribute to the understanding and treatment of chronic inflammatory disease.

Single cell RNA-seq (scRNA-seq) has been widely used to profile gene expression in individual cells, and overcomes limitations of bulk RNA-seq (10–13). The overall objective of this study is to identify the different states and key regulators within the inflammatory responses that are super-low dose-specific in monocytes. Although a number of studies have analyzed the response of monocyte to high dose LPS using single cell RNA-seq technology (14, 15), there is no prior study using scRNA-seq to characterize monocyte populations under super-low dose LPS. Whether monocytes, a relatively homogenous cell population, can be further categorized into sub-populations under such low dose of external stimuli is still an open question. In order to achieve this objective, we generated scRNA-seq data from monocytes with super-low dose LPS (SLD-LPS, 100 pg/ml), 4-PBA and a mixture of super-low dose LPS and 4-PBA treatments and employed the following strategies. First, we performed single cell clustering analysis using dimensional reduction and visualized cells into subpopulations (13, 14). Second, we examined the gene expression profile of known and potential marker genes associated with specific immune responses in monocytes. Third, we applied single cell trajectory inference to predict transitional cell populations (13, 14, 16, 17). While it is only possible to trace transcriptional changes with time series data in bulk RNA-seq, trajectory analyses in scRNA-seq reconstruct pseudo-time axis and infer predicted transitions of cell states (11, 13, 15–17). Finally, we identified potential gene regulatory relationships between transcription factors and target genes from scRNA-seq and ATAC-seq using a machine learning method (13, 18).

From the analysis of our scRNA-seq data, we have discovered that super-low dose LPS induced two subpopulations of low-grade inflammatory monocytes which were not found with bulk RNA-seq data. We have identified unique and novel marker genes in these two states. We characterized functional annotations of these genes that show distinct changes along pseudo-time that reflected possible biological transition of cellular responses. Our analyses also reveal that 4-PBA challenge largely masked the effects of LPS. Using regulatory sequence analysis and machine learning, we identified 10 motifs that are potential key regulators of the dynamic immune responses to super low dose LPS and 4-PBA. Among these motifs, we have found evidence that STAT1/2 and IRFs are candidate regulatory genes involved in the activation process. These discoveries of novel sub-populations of monocytes, potential key regulators, and novel markers were validated in protein levels by using flow cytometry.

## Materials and Methods

### Sample Collection

Crude bone marrow cells were isolated from of 6–8 weeks old male C57BL/6 mice, and cultured in RPMI 1,640 medium supplemented with 10% fetal bovine serum, 2 mM L-glutamine, 1% penicillin/streptomycin and with monocyte colony stimulating factor (M-CSF, 10 ng ml^−1^) as we previously described (5). Cultured monocytes were treated as described and briefly listed as follows. (1) PBS: phosphate-buffered saline as a control; (2) SLD-LPS: super-low dose lipopolysaccharide (100 pg/ml); (3) 4-PBA (1 mM): 4-phenylbutyrate known as a potential therapeutic agent to reduce pro-inflammatory responses; and (4) 4-PBA and LPS: a mixed treatment with both SLD-LPS (100 pg/ml) and 4-PBA (1 mM). We used *E. Coli* 0111:B4LPS strain which has been shown to be solely dependent on TLR4 receptor (19, 20). Fresh LPS and 4-PBA were added to the cell cultures every 2 days, and the cells were harvested on day 5 to simulate *in vitro* chronic low-grade inflammation.

### Single-Cell Sequencing

The prepared cell samples were processed by 10X Genomics Chromium Single Cell 3' Reagent Kits (version 3 Chemistry) for scRNA-seq, and sequenced by Illumina platform. In brief, 5 × 10^5^ cells of each sample were sorted and then centrifuged at 300 g × 5 min, 4°C. The supernatant was aspirated, and cells were re-suspended in 100 μl of ice cold 1× PBS containing 0.04% BSA. The cells were then counted with trypan blue to make sure high viability above 98%. Cell concentration was adjusted to exactly 700 cells/μl by ice cold 1× PBS containing 0.04% BSA, and cells were kept on ice. Libraries were prepared using the 10X Genomics Chromium Single Cell 3' v3 Library and Gel Bead Kit. Single-cell suspensions were loaded onto the Chromium Controller to generate 1,000 single-cell gel beads in emulsion per sample. The cDNA of each sample after amplification of 12 cycles was quantified by Qubit and quality-checked by Bioanalyzer to verify the size distribution of cDNA samples and determine indexed PCR amplification of 15 cycles to yield a sufficient and unbiased library for sequencing. After library quality control by Tapestation, indexed library samples were quantified by KAPA library quantification kit (Universal) and pooled with 15 ul of 5 nM for each sample. Pooled library sample was sent to Novogen for sequencing. Pair-end sequencing was performed on Illumina^®^ HiSeq platform, with the read length of paired-end 150 bp at each end plus 8-bp i7 index. Cells collected from three individual mice were treated and then pooled together for library preparation and sequencing, in order to achieve robustness and to reduce batch variation.

### Raw Single Cell RNA-Seq Data

Raw sequencing data were analyzed using the Cell Ranger (version 3.0.2) with mouse reference genome and annotation (Cell Ranger reference version 3.3.0, mm10, Ensembl 93) from the 10X Genomics website (https://support.10xgenomics.com/single-cell-gene-expression/software). The Cell Ranger pipeline included mapping sequenced reads, and quantifying gene expression. Approximately, 2,800 cells were obtained from four samples.

### Clustering Analysis

Single cell data from four treatments were analyzed by Seurat (version 3.1.2) in R (13). Quality control, data normalization, and scaling were performed using default pipeline of Seurat. As a quality filtering step, cells with more than 20% of reads from mitochondrial genes, and cells that have more than 6,500 or fewer than 200 unique genes were removed. The individually samples were processed, and ~2,200 cells from four treatments were retained and merged. Data were normalized and scaled before dimensionality reduction which is performed by principal component analysis (PCA), and UMAP were used for clustering the cells using a graph-based clustering approach (13). We used UMAP for visualization, which is known to have better performance than other methods and reflect distances between cells in different clustering groups and within the same clustering group. With the clustering result, marker genes that are differentially expressed and that are expressed in at least 10% of cells in a target cluster were obtained for each cluster by using the non-parametric Wilcoxon rank sum test in R.

### Trajectory Analysis of Single Cell RNA-Seq

A trajectory analysis was performed through dyno workflow with dyno (version 0.1.1) and tidyverse (version 1.3.0) libraries in R (16). Dyno library provides a framework to facilitate decisions to select the best methods with available computing capacity and prior resources of users (16). Gene expression matrices, dimensionality reduction coordinates, clustering, and cell information were extracted from the clustering results then added during the inference process. A starting cell that can be considered as a root cell was decided among randomly selected cells, that belongs to a cluster with cells mainly from PBS treatment. Dynbenchmark was used to determine a set of methods with available resources, given prior information and data size. A minimum spanning tree (MST) was selected as a trajectory inference. In order to optimize the trajectory on the clustering results, MST script in dynverse github (https://github.com/dynverse/ti_mst/blob/master/run.R) was optimized by using the UMAP coordinates as input of mclust in R (17) to decide the best model for clustering and the number of components based on the highest BIC value. Trajectory was visualized on the UMAP coordinates. Predictive genes were differentially expressed genes and changed expression at or along a branch. The predictive were defined by a R package dynfeature, and visualized as a heatmap along the trajectory using the R package dynverse (16).

### ATAC-Seq Analysis

We obtained raw ATAC-seq reads of monocytes from GSE100738 (SRR5799491, SRR5799492, SRR5799494, SRR5799493, SRR5799541, SRR5799542) (18). Based on reports from FastQC (21), data sets are of high quality and trimming and filtering are not necessary. Reads were mapped to the mouse reference (mm10, Ensembl 89 GRCm38) using botwie2 (bowtie2 -k 4 -q -X 2,000 –local –mm –fr –no-unal) (22). Samtools (samtools view -F 1,804 -f 2 -q 30 -h -b) (23) and picard (picard MarkDuplicates with default options) (24) were used to select properly mapped reads with high mapping quality. Filtered reads were merged and peaks were called using HMMRATAC (java -jar $HMMRATAC with default options) (25). Peak annotation was performed with the open chromatin regions of peaks using annotatePeaks.pl in HOMER (26). The open chromatin regions that were annotated as the promoter-TSS type were used in our analysis. Ensemble gene accessions were converted into gene names to match names in scRNA-seq.

### Selection of Positive and Negative Training Sets

Genes for positive sets and negative sets for each cluster were defined according to the average fold change and statistical significance from scRNA-seq and annotation as target genes on open chromatin regions from ATAC-seq analysis. Genes for positive sets were first selected among up-regulated differentially expressed genes (DEG) for individual clusters, respectively where the minimum percentages of expressed cells of the genes were 10%, adjusted *p*-values of the genes were lower than 0.05, and the average fold changes of the genes in cells were equal to or >1.5-fold. The DEG that were annotated from the peak annotation were then retained in positive sets for individual clusters.

Genes for negative sets were first selected among non-DEG for individual clusters, respectively, where the minimum percentages of expressed cells of genes were still 10%, but adjusted *p*-values of the genes were higher than 0.1, and the abstract average fold changes of genes were smaller than 1.5-fold. Then the non-DEG were separated into two types of negative sets to compare performances of methods depending on whether the non-DEG were annotated on open chromatin regions or not by peak annotation. The first type of negative sets (negative set 1) included genes that were the non-DEGs and not annotated from the peak annotation (non-OCR). The second type of negative sets (negative set 2) included genes that were the non-DEGs and annotated from the peak annotation (OCR). Two types of negative sets were generated for each cluster for next step.

### Motif Search and Definition of Positive and Negative Gene Sets

Genomic sequences of the positive sets and negative set 2 were directly extracted from the coordinates of detected open chromatin regions. Genomic sequences of the negative set 1 were extracted from 1,000 bp upstream and to 220 bp downstream of transcriptional start sites (TSS) of genes in the negative set 1. When there were multiple TSS for a gene, we chose a longest protein coding transcript. Transcription factor binding site models of 531 mouse motifs (HOCOMOCOv11_full_MOUSE_mono_meme_format.meme) were obtained from HOCOMOCO v11 webpage (https://hocomoco11.autosome.ru/downloads_v11) (27). FIMO (meme-5.0.5 version) (28) with default parameters was used to scan the extracted regulatory sequences of gene sets for individual clusters with each of the HOCOMOCO mouse motifs. FIMO hits with *q* > 0.05 were counted by gene and motif and converted as a motif profile. Final positive gene sets, negative gene set 1, and negative gene set 2 were determined among genes with motifs on their regulatory sequences.

### Motif Enrichment Analysis and Feature Selection

Motifs from positive gene sets and two negative gene sets were used as features for individual clusters, respectively. Input data sets of the enrichment analysis were FIMO hit counts of individual motifs for genes in positive gene set, negative gene set 1, and negative gene set 2. Chi-squared test and random forest were applied to the motif count data to perform motif enrichment analysis and feature selection, respectively. For enrichment test, Chi-squared test (CT) with Yates' continuity correction was performed. Motifs at least 5 hits were applied for the test as following its requirement. *P*-values were calculated for individual motifs, and top 10 motifs by CT were selected based on the -log_10_ *p*-value for each cluster, respectively.

As another method to select features, a machine learning method called guided regularized random forest (GRRF) was used (29). To perform the guided regularized random forest, K-fold cross-validation on input data was conducted with *K* = 5. The input records were split into five subsets. Genes from negative gene sets and positive gene sets were sampled by the stratified random sampling method using create Folds function in R package Caret (30). One subset was assigned as a testing data set (20%), then among four subsets one subset was assigned as a validation data set (20%), and rest of three subsets were merged and assigned as a training data set (60%). Four combinations of training-validation data sets were created for one testing data set, and all five subsets were assigned as a testing data set once. To build a GRRF model, an ordinary random forest model was first trained on training data sets to obtain a list of max-normalized importance scores. GRRF models with different lists of weighted average coefficients were generated from different regularization gamma values on training-validation data sets to optimize this hyper-parameter. Accuracies across GRRF models with the different coefficients were compared, and a GRRF model with the highest accuracy on validation data was used to predict testing data sets. Performances of trained random forest models on validation data set were also evaluated by ACC (accuracy), MCC (Matthews correlation coefficient), F1 score (the harmonic mean of precision and recall). The best model of each iteration of training-validation data set was determined based on the maximum value of ACC × MCC × F1. Performances of prediction on testing data sets by the best models from four iterations were evaluated by auROC (the area under the receiver operating characteristics) and auPRC (the area under the precision recall curve). The best model of each cluster was decided based on auROC value. Selected features and their importance score (mean decrease in Gini Index) were obtained from the best model on training-validation data sets, and top 10 motifs by GRRF were selected based on the importance score for each cluster.

### Gene Set Enrichment Analysis or Functional Annotation

Functional enrichment analysis of groups of genes were performed by ShinyGO (version 0.61, Ensembl Biomart 96), an online gene-set enrichment tool searching annotation from various pathway databases such as gene ontology, KEGG pathway (31). Predictive genes from trajectory analysis were annotated by enriched functional categories from KEGG pathways with *p*-value cutoff (FDR) < 0.05 from mouse metabolic pathways (314 genesets, R.82.0).

### FACS Cytometry Experiment

Cells were stained with specific antibodies against CCR2 (MCP1), CCR5, CX3CR1, and C5AR1 (CD88) according to protocols we described previously (5). Labeled cells were analyzed by FACS Canto II flow cytometer and data analyzed with FloJo Software as we described previously (5). Data from three biological replicates were plotted, and representative of two independent repeats.

## Results

### Experimental Design and scRNA-Seq Quality Control

To stimulate chronic subclinical inflammation in monocytes, we isolated leukocytes from mouse bone marrow, cultured with monocyte selection media, and applied four treatments for 5 days (Figure 1A) following established protocol (5, 7, 32). Monocytes were persistently treated with super low dose lipopolysaccharide (LPS), in order to stimulate the chronic low-grade endotoxemia condition seen in patients (33–36). In order to investigate potential therapeutic functions of Sodium 4-phenylbutyrate (4PBA), we treated monocytes with 4PBA and LPS+4PBA, respectively. Phosphate-buffered saline (PBS) was used as a control. Harvested monocytes were prepared into single-cell libraries then sequenced using 10x genomics and Illumina platforms. 

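Bone marrow cells were grown with macrophage colony-stimulating factor for 5 days, with fresh additions every 2 days. The treated cells of 3 mice were then pooled for the library of each condition. The additions were PBS, lipopolysaccharide (LPS) at 100 pg/ml, sodium 4-phenylbutyrate (4PBA) at 1 mM, or both. Each condition gave 1 droplet library of 3′ ends with unique molecular identifiers (UMIs), so there were no replicates and no difference between conditions could be tested. The authors counted UMIs per gene and cell with Cell Ranger 3.0.2 on mm10, and the deposited values are these raw counts. They hold 672 barcodes for PBS, 666 for LPS, 683 for 4PBA and 751 for LPS+4PBA, with 8707671, 11000709, 9367018 and 11553948 UMIs. The cell filters the paper gives were applied to these counts, and the kept cells were clustered with Seurat 5.3.0. For each comparison of 2 libraries, the UMIs of all kept cells were summed and scaled to a total of 1000000 UMIs, in units of CPM. A gene's difference is given as a log2 ratio with the exact 95% interval of a ratio of 2 Poisson counts, and shares have exact (Clopper-Pearson) 95% binomial intervals. All of these intervals cover counting error only, not the variation between mice or cultures. Genes with at least 100 UMIs in the 2 libraries together were compared, which were 9013 genes for LPS against PBS, 9202 for 4PBA against PBS, 9463 for LPS+4PBA against LPS and 9473 for LPS+4PBA against 4PBA. For a gene list, the median log2 ratio of its measured genes is given with a 95% interval from order statistics, and a gene is counted as higher or lower when it differs at least 1.5-fold. The lists, the filters and the rule for naming genes were fixed before the data were examined. Other scalings shift all log2 ratios of 4PBA against PBS by −0.13 (median of ratios) or 0.17 (totals without mitochondrial and ribosomal protein genes), those of LPS+4PBA against LPS by −0.09 or 0.14, and those of LPS against PBS by 0.02 under either. For LPS+4PBA against 4PBA the shifts are 0.06 and 0.00.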

We analyzed single-cell RNA-seq data using clustering analysis, trajectory analysis, and transcription factor binding motif enrichment in open chromatic regions to understand transitional states in monocytes (Figure 1B).

**Figure 1:**
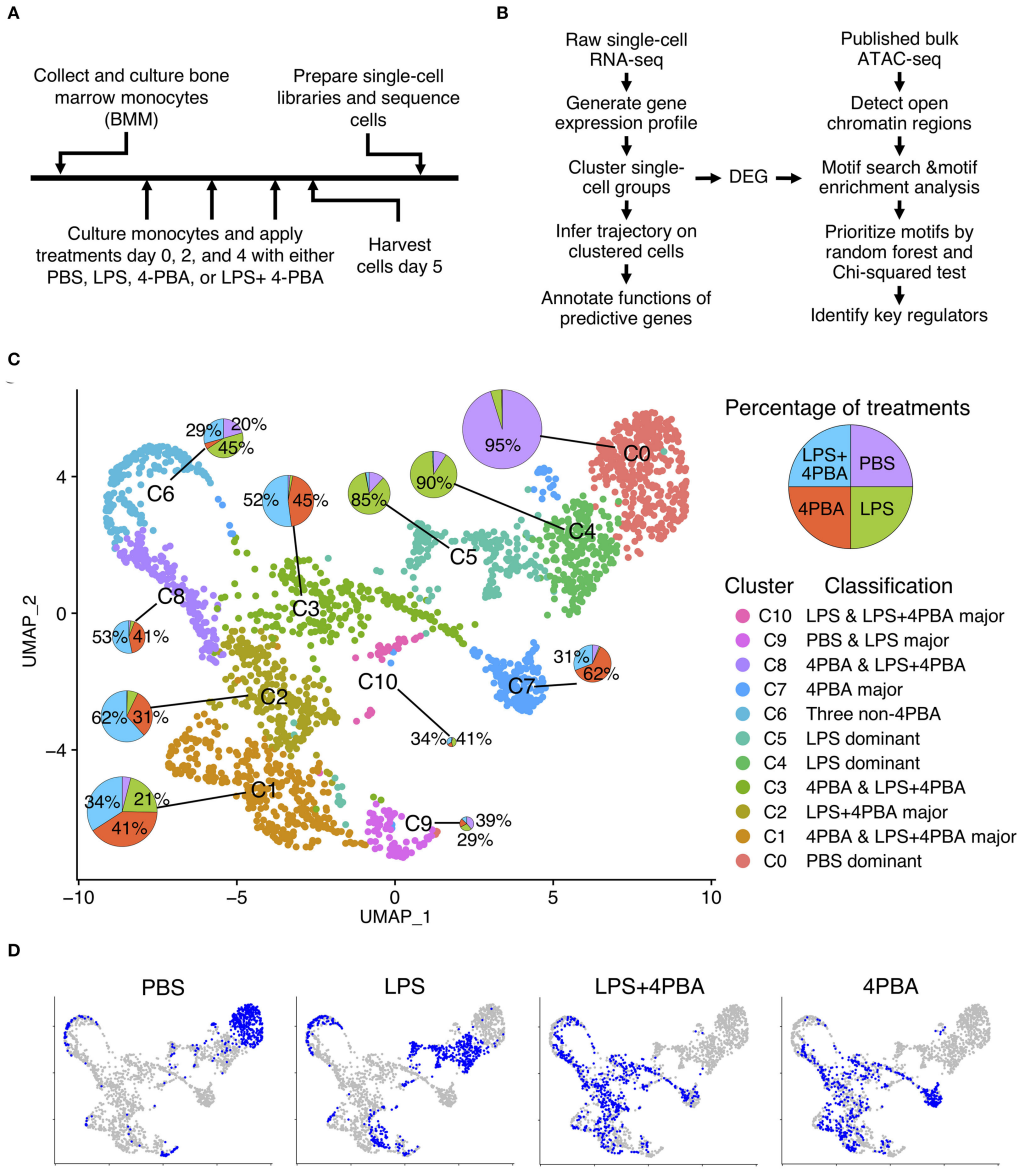
Single cell analysis of LPS and 4PBA treated monocytes. **(A)** Experimental design and data collection. **(B)** Data analysis pipeline. **(C)** Clustered cell groups. Dimension reduction using UMAP shows the diversity of cell populations in response to treatments. A pie chart denotes portions of treatments in a cluster. Sizes of the pie charts are correlated with the number of cells in each cluster. **(D)** Distribution of cells from each treatment or control samples. Total cells in a background are in grey color and cells in a sample are in blue color.

From single cell RNA-seq, we obtained a total of 225 million raw reads and 2,772 cells from four samples with 81 K of mean read pairs per cell and 67% sequencing saturation across samples (Supplementary Table 1). These parameters are higher than typically recommended values (50 K read pairs per cell and 30–50% of sequencing saturation). In addition, mean reads per gene per cell is 24 for our data (mean sequencing read pairs divided by the estimated number of cells and the median genes per cell, see Supplementary Table 1). This number is higher than many published datasets (37). These results suggest that our data can detect transcripts with low expression levels (38–40). We obtained gene expression profiles where 95.7% of sequenced reads had valid barcodes and 93.3% reads were successfully mapped to the reference genome. The overall summary statistics of the sequencing results indicated that sequencing depths were deep enough to identify cellular transition in monocytes.

We conducted quality control (QC) to filter cells based on percent of mitochondrial genes and the number of genes per cell (Supplementary Figure 1 and Supplementary Table 2). Average number of genes per cell across samples was 3,300 before QC and 3,700 after QC. 

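The mean number of genes per cell before the filter was 3116 in PBS, 3440 in LPS, 3228 in 4PBA and 3340 in LPS+4PBA. After it the means were 3599, 3670, 3720 and 3663. With each cell thinned to 5000 UMIs, the median was 1936 genes in PBS, 1897 in LPS, 1964 in 4PBA and 1922 in LPS+4PBA. The thinned values come from the 463, 542, 466 and 537 kept cells with at least that many UMIs. Thinned to 2000 UMIs, which 482, 567, 497 and 574 cells reached, the medians were 994, 999, 1028 and 1004.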

Cells with too many and too few genes were removed to filter out outliers such as multiplets and dead cells. Among four samples, cells in PBS and 4PBA samples contained high percent of UMIs from mitochondrial genes before QC (PBS: 14.8% and 4PBA: 16.1%) but their percentage decreased after QC (PBS and 4PBA: 8.7%). 

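The mean mitochondrial share in the LPS library was 8.59% before and 5.69% after the filter, and in the LPS+4PBA library it was 13.4% and 7.37%. The 4PBA cells had 16.1% before and 8.69% after, and the PBS cells 14.8% and 8.70%. In the kept cells, the genes encoded by the mitochondrial genome had a median log2 ratio of −0.63 in LPS against PBS, −0.01 in 4PBA against PBS, 0.43 in LPS+4PBA against LPS and −0.14 in LPS+4PBA against 4PBA. Immediate early and heat shock genes, which handling of cells can induce, had medians of 0.27, −0.48, −0.55 and −0.03. Junb, an AP-1 transcription factor of that group, was at −1.52 in 4PBA against PBS and at −1.68 in LPS+4PBA against LPS. The filter kept 74.0% of the PBS barcodes (70.5% to 77.2%), 88.3% of LPS (85.6% to 90.6%), 74.5% of 4PBA (71.1% to 77.8%) and 79.2% of LPS+4PBA (76.1% to 82.1%).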

Correlation value between the number of UMIs and the percent of mitochondrial genes reduced from −0.45 to −0.12 after QC, while correlation value between the number of UMIs and the number of genes remained the same (0.94). 

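Within single libraries, the Pearson correlation across cells between UMIs and mitochondrial share before the filter was −0.50 in PBS, −0.36 in LPS, −0.50 in 4PBA and −0.41 in LPS+4PBA. After the filter it was −0.16, −0.01, −0.26 and 0.01. Cells of a library are not independent replicates, so these values describe each library and carry no test.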

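On loading, 27 barcodes of PBS, 13 of LPS, 17 of 4PBA and 16 of LPS+4PBA had fewer than 200 genes and were left out. The mitochondrial maximum of 20% removed 145 PBS, 63 LPS, 144 4PBA and 120 LPS+4PBA cells, and the maximum of 6500 genes removed 3, 2, 13 and 20. The kept cells held 7883086 UMIs in PBS, 10613532 in LPS, 8148207 in 4PBA and 10024787 in LPS+4PBA. Among them Scrublet called 10 doublets in PBS, 2 in LPS, none in 4PBA and 2 in LPS+4PBA. These 14 cells stayed in. Results on clusters and libraries were also computed without them, but not the counts of kept cells or the medians of thinned genes.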

After the filtering procedure, a total of 14,035 genes were detected and 2,189 high quality cells were used for further analysis.

### scRNA-Seq Identified Activated Monocytes in Response to Subclinical Low-Dose Endotoxin, Which Were Suppressed by 4-PBA

We integrated the filtered individual expression profiles of monocytes treated with four treatments into one data set, and performed dimension reduction and clustering analysis. 

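The 2189 kept cells formed 13 clusters at resolution 0.8 with 10 principal components, numbered here by size. Cluster 1 was highest in lysosomal and macrophage maturation genes, and its top genes included Selenop, which encodes a selenium carrier, and Slc40a1, the iron exporter. Clusters 4 and 9 had interferon-stimulated genes among their top genes, Ifit2 and Ifi213 in the first and Ifit3 and Cxcl10 in the second. Clusters 2 and 10 carried genes of mitosis, such as Nusap1 and Aurka in cluster 2 and Aspm in cluster 10, and cluster 3 carried the replication genes Mcm2, Mcm3 and Cdc6. Cluster 5 expressed Vcan and, in 80 of its 209 cells, H2-Eb1, and cluster 8 Cbr2 and Lpl, the lipoprotein lipase. By the marker genes fixed for each cell type, cluster 7 was neutrophil-like, cluster 12 classical monocyte-like and cluster 13 plasmacytoid dendritic cell-like. Classical monocyte markers were also high in cluster 5, where 7 of 10 were at least 2-fold higher, against 6 of 10 in cluster 12. Cluster 5 took no name because only 1 of them, Vcan, stood among its 10 top genes. Cluster 6 had the neutrophil granule genes Ngp, Camp, Lcn2 and Ltf among its top genes, but the first of them was Prg2, an eosinophil granule gene, so it took no name. Of the 2458 Prg2 UMIs there, 1964 lay in 1 cell. Cluster 11 met the rule for mast cells or basophils by Cpa3 and Prss34, but all 566 of its Prss34 UMIs and 65 of its 92 Cpa3 UMIs lay in 1 cell, so the name is not used. Its other top genes included Gfi1, a marker of granulocyte-monocyte progenitors. These genes shaped the clusters, so they describe them and are no separate result. The alternatives gave 11 to 16 clusters.

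**Figure D1:**
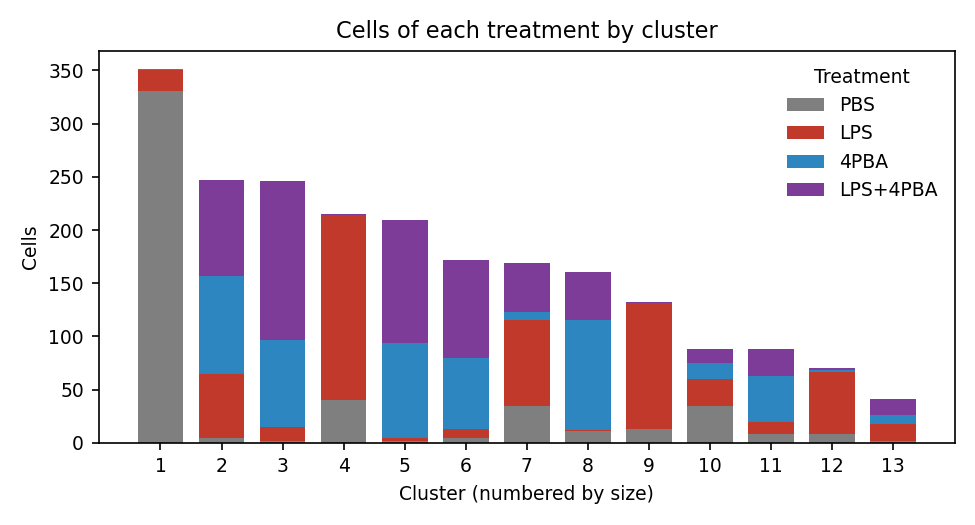
Number of kept cells (vertical axis) in each of the 13 clusters (horizontal axis, numbered by size), with bars divided by treatment. PBS cells make up most of cluster 1, LPS cells most of clusters 4, 9 and 12, and cells of the 2 libraries with 4PBA most of clusters 3, 5, 6 and 8.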

We identified 11 clusters (C0–C10) from ~2,200 monocyte cells from four treatments (Figure 1C and Supplementary Table 3). Interestingly, we observed that 11 clusters of monocytes from scRNA-seq consist of both homogenous and heterogeneous sub-populations in response to treatments. Among 11 clusters, three clusters are relatively homogenous clusters, which are dominated by cells originating from one sample. 

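Of the 13 clusters, 8 drew over 50% of their cells from 1 library. These were cluster 1 from PBS, clusters 4, 9 and 12 from LPS, clusters 3, 5 and 6 from LPS+4PBA and cluster 8 from 4PBA. In cluster 12, which expressed the monocyte genes Ccr2 and Vcan, 84.3% of the cells were LPS cells. In cluster 3, with its genes of DNA replication, 60.6% were LPS+4PBA cells, and in cluster 8 64.0% were 4PBA cells. Clusters 5 and 6 were closer to even, at 55.0% and 53.5% LPS+4PBA cells. With 1 library per condition, a cluster mostly of 1 library cannot be told from a trait of that library.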

Other eight clusters are composed of cells from multiple samples. For example, almost all cells (95%) in cluster C0 are from the PBS treated sample, and cells in cluster C4 and C5 are mostly from the LPS treated sample (90 and 85%, respectively). 

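In cluster 1, 331 of 351 cells were PBS cells (94.3%, 91.3% to 96.5%) and 19 were LPS cells. Cluster 4, the LPS-rich cluster with the lower level of the chemokine receptor gene Ccr2, held 174 LPS cells among 215 (80.9%, 75.0% to 86.0%) and 40 PBS cells. Cluster 9, with the higher level of Ccr2, held 118 LPS cells among 132 (89.4%, 82.8% to 94.1%) and 13 PBS cells. Lower and higher refer to this pair, the LPS-rich clusters with the most cells. In cluster 12, also LPS-rich, Ccr2 was at 1789 CPM, against 1569 in cluster 9. Clusters 4 and 9 each held 1 LPS+4PBA cell and no 4PBA cell. With the genes that the paper names left out of the clustering, 94.07% of the cells in the largest PBS-rich cluster were PBS cells.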

Other clusters are consisted of cells from two or more treatments. For example, cells from cluster C2, C3, C7, and C8 are mainly cells treated by either 4PBA or LPS+4PBA. 

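At least 80% of the cells of clusters 3, 5, 6 and 8 came from the 2 libraries with 4PBA, in shares of 93.9%, 97.6%, 92.4% and 92.5%. They held 67.0% of the 4PBA cells (62.7% to 71.1%) and 67.6% of the LPS+4PBA cells (63.6% to 71.3%). Their content differed. Cluster 3 expressed replication genes and granulocyte-monocyte progenitor markers at a median log2 ratio of 1.83 over all other cells, cluster 6 neutrophil granule genes such as Ngp, Camp and Ltf, cluster 5 the antigen presentation gene H2-Eb1, and cluster 8 macrophage maturation genes at 1.24. In cluster 5, 7 of 10 classical monocyte markers were also at least 2-fold higher than in the other cells. Of the 4PBA cells, 16.1% were in cluster 3, 17.5% in cluster 5, 13.2% in cluster 6 and 20.2% in cluster 8, and of the LPS+4PBA cells 25.0%, 19.3%, 15.5% and 7.73%. With the named genes left out of the clustering, the shares in such clusters were 63.06% and 62.52%.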

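Cluster 2 had 247 cells, of which 92 were 4PBA cells, 90 LPS+4PBA cells, 60 LPS cells and 5 PBS cells. Its genes of the G2/M phase, such as Nusap1, which bundles spindle microtubules, and Aurka, a mitotic kinase, had a median log2 ratio of 2.57 over all other cells, and its S phase genes 0.75. Macrophage maturation genes were at −2.95. Its cells were large in RNA content, with a median of 25364 UMIs.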

Cluster C1 has the second largest number of cells among all clusters, and these cells are mainly from three treatments (4PBA, LPS+4PBA, and LPS) with each contributes to more than 20% cells in cluster C1. 

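Cluster 7 was neutrophil-like. Retnlg, a cytokine-like product of neutrophils, Mmp9, the gelatinase of their granules, and Ly6g, their surface marker, were among its 10 top genes, and all 15 measured neutrophil markers were at least 2-fold higher than in the other cells. The cluster held 80 LPS, 46 LPS+4PBA, 35 PBS and 8 4PBA cells. Over whole libraries, the neutrophil markers had a median log2 ratio of 0.49 in LPS against PBS, 0.48 in 4PBA against PBS, 0.61 in LPS+4PBA against LPS and 0.47 in LPS+4PBA against 4PBA. The interval was 0.38 to 0.71 in the first of these but −0.97 to 2.37 in the second, where 7 of 14 markers were higher and 4 lower. S100a9, which encodes a subunit of calprotectin, was at 0.51, 0.65, 0.61 and 0.47.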

Cluster C6 also has cells from three treatments (LPS, LPS+4PBA, PBS).

Distinct cell clusters with differentially expressed genes following the four different treatment regimens were shown in Figure 1D. 

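Of 497 PBS cells, 331 lay in cluster 1, which is 66.6% (62.3% to 70.7%). Cluster 4 held 8.05% of them, and clusters 7 and 10 held 7.04% each. Cluster 1 had the highest macrophage maturation genes of the 13 clusters, with a median log2 ratio of 1.48 over all other cells, and low genes of the S phase (−3.05) and of interferon response (−2.38). Stab1, a scavenger receptor gene of tissue macrophages, and Gas6, a ligand for the uptake of dead cells, were among its top genes. At resolution 1.2 the largest PBS-rich cluster held 38.83% of the PBS cells, and a share from rebuilt clusters can differ from one in the authors' clusters for that reason alone.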

Majority of PBS cells are found in cluster C0 (72%). 

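Of 588 LPS cells, 29.6% (25.9% to 33.5%) were in cluster 4 and 20.1% (16.9% to 23.5%) in cluster 9. The neutrophil-like cluster 7 held 13.6%, cluster 2, high in mitosis genes, held 10.2% and the classical monocyte-like cluster 12 held 10.0%. Both clusters 4 and 9 were high in interferon-stimulated genes, at median log2 ratios of 1.51 and 1.94 over all other cells. The pair held 49.7% (45.5% to 53.8%) of the LPS cells, and 48.98% when the named genes were left out of the clustering.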

Majority of LPS cells are separated into two clusters C4 (32%) and C5 (28%). UMAP plots of PBS and LPS treated samples have distinct distributions, respectively compared with other treatments with the exception of C6. In contrast, cells from LPS+4PBA and 4PBA are spread out into several clusters with more diverse expression patterns. 

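Among the 20 nearest neighbours of PBS cells, with 497 cells taken from each library, 79.8% (76.1% to 83.3%) were PBS cells and 15.6% LPS cells. For LPS cells, 69.8% (65.6% to 73.8%) of the neighbours were LPS cells, 16.7% PBS cells, 8.14% LPS+4PBA cells and 5.41% 4PBA cells. Even mixing would give 25% from each library. The intervals of neighbour shares treat a mean share as a count out of 497 cells. Neighbours of different cells overlap, so these intervals do not measure the error of the shares. The 2 libraries shared cells of cluster 4, with 40 PBS and 174 LPS cells. They also shared cells of the neutrophil-like cluster 7 and of cluster 10, whose cells expressed the mitosis genes Iqgap3, Mastl and Cdc25b.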

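Besides clusters 3, 5, 6 and 8, the mitosis-gene cluster 2 held 18.1% of the 4PBA and 15.1% of the LPS+4PBA cells. The clusters that these libraries shared ranged from cluster 8, where Lpl and other macrophage maturation genes were high, to cluster 6 with the granule genes Ngp and Ltf. The largest share of the LPS+4PBA cells in any cluster was 25.0%, in cluster 3, while 1 cluster held most of the PBS cells. Neutrophil-like cells of cluster 7, which expressed Retnlg, made up 7.73% of the LPS+4PBA library.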

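Of the neighbours of 4PBA cells, 53.5% (49.0% to 58.0%) were 4PBA cells, 41.0% (36.7% to 45.5%) LPS+4PBA cells and 3.62% LPS cells. For LPS+4PBA cells, 48.4% (44.0% to 53.0%) were of their own library, 42.3% (37.9% to 46.7%) were 4PBA cells and 6.78% (4.78% to 9.43%) LPS cells. Over the 10435 genes compared between whole libraries, the median absolute log2 ratio was 0.16 between 4PBA and LPS+4PBA and 0.36 between PBS and LPS, where counting error alone would give 0.08 and 0.09. It was 0.44 between LPS and LPS+4PBA and 0.58 between PBS and 4PBA. Among the genes farthest apart between the 2 libraries with 4PBA were neutrophil genes, such as Fpr1, a receptor for bacterial peptides (log2 ratio 4.50, 3.10 to 6.40, from 4 UMIs in 4PBA), Retnlg (2.61) and Mmp9 (2.23), all higher with LPS. The neutrophil-like cluster 7 held 46 LPS+4PBA and 8 4PBA cells. It held 885 of the 1020 Retnlg UMIs in LPS+4PBA and 126 of the 136 in 4PBA. For Fpr1 it held 63 of 111 and 1 of 4, and for Mmp9 272 of 340 and 42 of 59. Outside it each of these genes also had more UMIs in LPS+4PBA. The number of cluster 7 cells thus does not account for all of these ratios.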

The cells under these two treatments show substantial overlap in the dimension reduction plot, suggesting that majority of the effects of LPS are masked by 4PBA treatments, supporting a potential role of 4PBA in overriding the effect of LPS.

In summary, we found that C0 mainly includes cells from the control sample (PBS treatment). C4 and C5 are mainly LPS treated cells. 

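Within single clusters, the LPS+4PBA and 4PBA cells were compared for the interferon-stimulated genes. Their median log2 ratio was 0.53 (0.29 to 1.40) in cluster 2, 0.31 (0.12 to 0.58) in cluster 3, 0.41 (0.27 to 0.66) in cluster 5 and 0.24 (0.07 to 0.43) in cluster 8. In cluster 5, 13 of 36 measured genes of the list were at least 1.5-fold higher with LPS. Without 4PBA, clusters went apart. LPS against PBS cells of cluster 4 had a median of −0.02 (−0.43 to 0.48), with 9 of 38 measured genes higher and 9 lower, from 174 LPS and 40 PBS cells. In cluster 10 the median was 2.14 (1.78 to 3.47), with all 23 measured genes higher, from 25 LPS and 35 PBS cells. The intervals are over genes of 1 library each.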

The major populations in C2, C3, C7, and C8 are 4PBA and LPS+4PBA treated cells, which suggests that 4PBA masks the effect of LPS treatment in these clusters. 

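By library, 37.2% of the cells of cluster 2 were 4PBA cells, 36.4% LPS+4PBA cells, 24.3% LPS cells and 2.02% PBS cells. Between the LPS+4PBA and 4PBA cells of this cluster, G2/M genes had a median log2 ratio of −0.02. Proteasome genes, at 0.55 over all other cells, and genes of classical monocytes, at 0.81, were also high in it, next to the mitotic kinase gene Aurka.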

C1 is a unique sub-population including cells from all three types of treatments but almost no cells from control samples. C6 and C9 are two smaller sub-populations where >90% of genes in C6 are expressed lower than in other clusters, and 95% of genes in C9 are expressed higher than in other clusters. 

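In the neutrophil-like cluster 7, 97.3% of the 10435 compared genes had fewer UMIs per cell than in the other cells, and 80.8% were lower when scaled to CPM. Its cells had a median of 4778 UMIs and 1326 genes. Retnlg and Mmp9 were among the genes that were higher in it. In cluster 10, 87.9% of the genes had more UMIs per cell than elsewhere, and 54.9% were higher when scaled. The cells of cluster 10 had a median of 26632 UMIs, and their genes of the G2/M phase were at a median log2 ratio of 1.54. Scaling removes the part of such shares that comes from the total RNA per cell.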

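Cluster 13 was plasmacytoid dendritic cell-like. All 7 measured markers of that type were at least 2-fold higher than in the other cells, among them Siglech, a lectin receptor of these cells, Ccr9, a chemokine receptor, and Ly6d. Irf8, a transcription factor of dendritic cells, was at 1075 CPM and its MHC class II genes had a median log2 ratio of 3.48 over all other cells. The cluster held 16 LPS, 15 LPS+4PBA, 8 4PBA and 2 PBS cells. Of its 41 cells, 23 had UMIs of Siglech, 13 of Ly6d and 7 of Ccr9, with 46.8% of the Ccr9 UMIs in 1 cell. Of 6 measured markers of conventional dendritic cells, 4 were also at least 2-fold higher, so the name need not hold for every cell. Over whole libraries, plasmacytoid markers had a median log2 ratio of 2.33 in LPS against PBS, 3.00 in 4PBA against PBS, 0.54 in LPS+4PBA against LPS and 0.38 in LPS+4PBA against 4PBA. Markers of conventional dendritic cells were at −0.03, 0.19, −0.38 and −0.30, from 4 or 5 measured genes.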

C10 is a small cluster with only 41 cells. In contrast to the C0 cluster, where most control cells were located, cells in response to LPS, 4PBA, or LPS+4PBA are found in 10 clusters that are more heterogenous than the control samples in the dimension reduction plot, indicating that monocytes have heterogenous responses to LPS, 4PBA, or LPS+4PBA.

### scRNA-Seq Identified Two Distinct Clusters of Low-Grade Inflammatory Monocytes Primed by Subclinical Low Dose Endotoxin

To better understand the functions of each cluster, we analyzed expression of known genes in each cluster using a dotplot. In a dot plot (Figure 2A), the average expression level of each gene in each cell cluster is represented by dot color, while the percentage of cells that each gene is expressed within each cluster is represented by the size of the dot. With single cell precision, our data confirms a well-reported phenomenon of monocyte priming by persistent challenge of super-low dose LPS, in contrast to the tolerance phenotype observed in monocytes challenged with higher dose LPS (6, 41). 

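Tnf, the gene of tumor necrosis factor, had 33 UMIs in the PBS library and 48 in the LPS library, which are 4.19 and 4.52 CPM and a log2 ratio of 0.11 (−0.56 to 0.80). It had 22 UMIs with 4PBA and 26 with LPS+4PBA. Of 15 measured genes for acute inflammatory cytokines and NF-κB targets, 3 were higher and 4 lower in LPS than in PBS, with a median log2 ratio of −0.12 (−0.61 to 0.55). Ccl5, a chemokine that type I interferon also induces, stood out at 3.84, while Nfkbia, the feedback inhibitor of NF-κB, was at 0.06 and Tnfaip2 at −0.54. Interferon-stimulated genes differed more: 37 of 39 measured genes were higher in LPS and none lower, at a median of 1.79 (1.30 to 2.12). Ifi27l2a was at 3.00 and Bst2, which tethers budding viruses, at 1.07. Classical monocyte markers were at 2.71 with all 10 higher, macrophage markers at −0.74 and mitochondrial genes at −0.63 in the same comparison, so a change of cell types or of RNA quality is not separated from a change per cell.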

Our single cell analysis also confirmed previous reports showing limited expression of acute inflammatory cytokines such as Tnfα (42), indicating a low-grade inflammatory state induced by subclinical low dose LPS. Furthermore, we observed two distinct clusters of activated monocytes (cluster C4 and C5) following the persistent challenge with subclinical low dose LPS, which we termed as Ml1 (cluster C4) and Ml2 (cluster C5) that manifest unique biological features of activation. 

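The LPS cells of clusters 4 and 9 were compared with each other, at 3460617 UMIs in 174 cells and 2062272 UMIs in 118 cells. In cluster 9, the higher-Ccr2 cluster, antigen presentation genes were higher in 7 of 8 measured genes (median log2 ratio 2.99, −0.57 to 5.14), with H2-Eb1 at 5.14 and Cd74, the invariant chain, at 3.80. Ly6c2, a marker of inflammatory monocytes, was at 5.16. Macrophage maturation genes were lower in cluster 9, at −0.89 (−1.37 to −0.56, 17 of 24 genes), with Folr2, a folate receptor of resident macrophages, at −4.46, and Cd5l, a secreted macrophage protein, at −3.82. Npy was at −7.87, from 1 UMI against 393. Cholesterol synthesis genes were at 0.75 and lysosomal genes at −0.60. These genes took part in forming the clusters. With 30 principal components the rule for the pair picked a macrophage cluster and a neutrophil-type cluster, so the pair's values turned there, and macrophage maturation genes were at 8.01.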

Consistent with previous reports with whole cell studies (32, 43), we observed that subclinical low dose LPS preferentially programmed monocytes into low-grade inflammatory states with elevated expression levels of chemokines (e.g., Ccl6, Ccl9, Cxcl16, etc.), chemokine receptors (e.g., Ccr2, Ccr5, Cx3cr1), scavenger receptors and adhesion molecules (e.g., Msr1, Fcgr1, Icam1), and co-activators (e.g., Aif1 and Cd40) (Figure 2 and Supplementary Figure 2, see Ml1 and Ml2 clusters).

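Of 17 measured genes that Figure 2A shows as pro-inflammatory, 8 were higher and 1 was lower in the LPS than in the PBS library, with a median log2 ratio of 0.54 (0.00 to 1.24). The list and the samples are the paper's own, so the count is not independent evidence of its direction. The chemokine genes Ccl6, Ccl9 and Cxcl16 were at 0.61 (0.53 to 0.68), 1.41 (1.34 to 1.49) and 0.51 (0.41 to 0.61). The receptors for chemokines Ccr2 and Cx3cr1 were at 2.78 (2.68 to 2.89) and 1.78 (1.53 to 2.03). Fcgr1, the high-affinity IgG receptor, was at 1.24, Msr1 at 0.29 (0.11 to 0.46) and Icam1, an adhesion molecule, at 0.00 (−0.21 to 0.20). The co-stimulatory receptor gene Cd40 was at 0.53 (0.12 to 0.96) and Aif1 at 0.84. Mrc1, the mannose receptor, was the member that was lower, at −1.46. Classical monocyte markers were higher in the same comparison, at a median of 2.71 with all 10 genes higher.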

**Figure 2:**
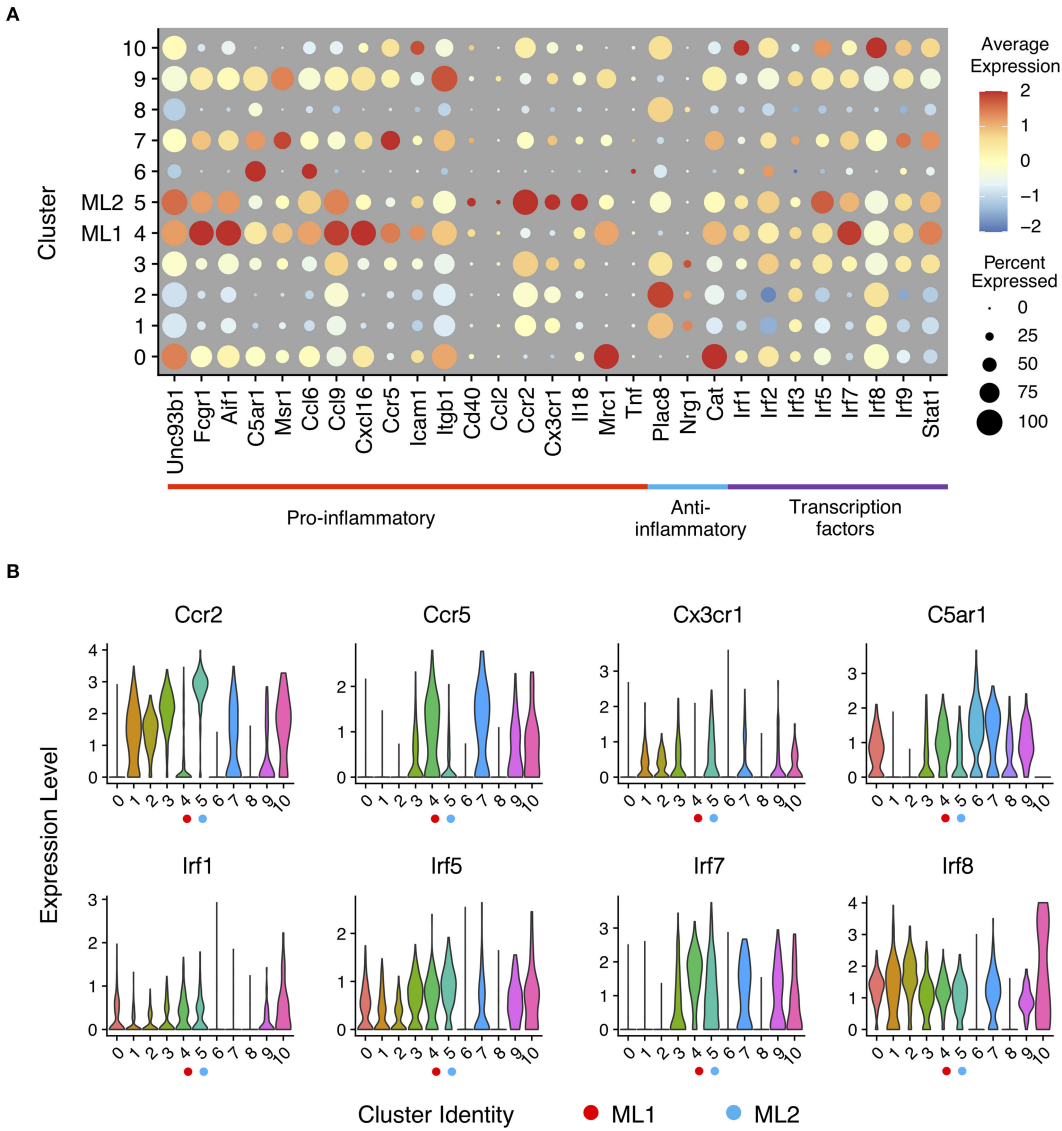
Expression profiles of inflammatory marker genes in monocytes response to LPS challenges. **(A)** Gene expression levels of pro- and anti-inflammatory marker genes and interferon-regulatory factor genes related to innate immune regulation in a dot plot. Sizes of dots are proportional to percentages of expressed cells in each cluster. **(B)** Relative expression levels of selected gene from **(A)** in violin plots showing expression levels of genes by clusters (bottom).

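C5ar1, the receptor gene for complement C5a, was at 233 CPM in the LPS cells of cluster 4 and at 120 in those of cluster 9, a log2 ratio of −0.95 (−1.16 to −0.74) for the higher-Ccr2 over the lower-Ccr2 cluster. Msr1, a scavenger receptor for modified lipoproteins, was at −0.95 (−1.25 to −0.65). Of the genes that interferon induces, Ifit2 was at 0.16 (−0.06 to 0.38) and Ifit3 at 1.06 (0.91 to 1.21), both higher in cluster 9, the first not by more than counting error. The whole list of interferon-stimulated genes was at 0.58 (0.23 to 0.90), with 19 of 38 genes higher in cluster 9 and none lower. With the named genes left out of the clustering, C5ar1 was at −0.87, Msr1 at −0.93 and Ifit3 at 1.12. At resolution 0.5, Ifit2 was at −0.34, Ifit3 at 0.57 and the list at 0.22. LPS cells of cluster 12, LPS-rich but outside the pair, had Ifit2 at 3.30 CPM and Ifit3 at 6.59, against 122 and 185 in those of cluster 4.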

Ml1 cells preferentially express C5ar1, encoding the complement receptor protein CD88; multiple interferon activated genes (e.g., ifit2, ifit3 etc.); Msr1 encoding scavenger receptor R1 (SR-A1); as well as Ccr5 encoding a key chemokine receptor involved in the recruitment of innate monocytes to inflamed tissues (44). On the other hand, the Ml2 have preferential expression of Ccr2 (Figure 2B), another key chemokine receptor involved in the recruitment of inflammatory monocytes; Cx3cr1, a signature chemokine receptor identified on classically activated monocytes from both murine and human peripheral blood cells (44, 45). However, the levels of C5ar1 were relatively low on Ml2 cells. 

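Ccr2, the receptor for the monocyte attractant CCL2, was at 1620 CPM in the LPS cells of cluster 9 and 120 in those of cluster 4, a log2 ratio of 3.75 (3.60 to 3.90). Its level picked which cluster of the pair is which, so it is no separate result. Cx3cr1, the fractalkine receptor, was at 120 against 29.8, a log2 ratio of 2.01 (1.67 to 2.35), and at 1.99 with the named genes left out of the clustering. Plac8, a gene of myeloid and lymphoid cells, was at 5.86.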

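Against PBS cells of cluster 1, C5ar1 had a log2 ratio of 0.67 (0.53 to 0.82) in LPS cells of cluster 4 and −0.28 (−0.49 to −0.07) in LPS cells of cluster 9. Msr1 was at 1.29 and 0.34. The paper's 2 named interferon-induced genes were high in both, Ifit2 at 5.55 and 5.71 and Ifit3 at 4.61 and 5.66. Of the interferon-stimulated genes, 35 of 36 were higher in cluster 4 (median 3.17) and 37 of 37 in cluster 9 (median 4.14). Over the whole LPS and PBS libraries, C5ar1 was at −0.07 (−0.18 to 0.05). Cluster 1 is low in interferon-stimulated genes, and over whole libraries their difference was smaller, at a median of 1.79. Ifit2 was there at 24.6 CPM in PBS and 70.7 in LPS, and Ifit3 at 33.7 and 145.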

Our data were also consistent with previous studies showing that human intermediate monocytes tend to express higher levels of CCR5, while the classical monocytes tend to have higher levels of CCR2 (6). Although both sets may be involved in the pathogenesis of inflammatory diseases such as atherosclerosis, the differential expression of distinct inflammatory gene sets revealed from our study suggests their unique contributions. The Ml1 cells resemble the intermediate inflammatory monocytes coordinating immune-enhancing inflammatory responses identified from human patients with auto-immune diseases such as rheumatoid arthritis (RA) as well as atherosclerosis (46–48). Ml2 cells may represent classically activated inflammatory monocytes being recruited to inflammatory sites such as atherosclerotic plaques (49–51).

Given the previous findings that low-grade inflammatory monocytes have elevated transcription factors such as IRF5 (6, 32), we examined the levels of interferon-regulatory factor family transcription factors (e.g., Irf1, Irf2, Irf3, Irf5, Irf7, Irf8, and Irf9) among the sub-populations, represented by the dot plot as shown (Figure 2A). Indeed, we found that the expression of pro-inflammatory Irfs such as Irf1, Irf5, Irf7, and Irf9 were all elevated in Ml1 and Ml2 cells as compared to PBS control cluster C0. On the other hand, the levels of Irf3 and Irf8 were largely not impacted by LPS challenge as compared to PBS control. 

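Irf7, which amplifies the type I interferon response, had a log2 ratio of 5.63 in LPS cells of cluster 4 and 5.69 in LPS cells of cluster 9, each against PBS cells of cluster 1. Irf9, a DNA-binding factor of the type I interferon response, was at 0.87 and 1.01, and Irf5, a factor of inflammatory macrophages, at 0.73 and 1.13. Irf1 was at 0.40 (0.11 to 0.68) and 0.32 (−0.03 to 0.65), the second not beyond counting error. Over whole libraries, Irf7 was at 3.25 (3.08 to 3.43) in LPS against PBS, Irf5 at 0.73, Irf9 at 0.71 and Irf1 at 0.03. Of the 8 transcription factors of Figure 2A, 4 were higher and none lower there, with a median of 0.37.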

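Irf3, the factor that many nucleic acid sensors activate, had a log2 ratio of 0.18 (−0.20 to 0.56) in LPS cells of cluster 4 and 0.09 (−0.38 to 0.55) in LPS cells of cluster 9 against PBS cells of cluster 1. Irf8, a factor of monocyte and dendritic cell development, was at −0.23 (−0.35 to −0.11) and −0.20 (−0.35 to −0.06). Irf2, which competes with Irf1, was at −0.02 and 0.34. Over whole libraries the log2 ratios of LPS against PBS were −0.14 for Irf3, 0.03 for Irf8 and −0.01 for Irf2.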

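In LPS cells of cluster 9 over those of cluster 4, Irf7 had a log2 ratio of 0.06 (−0.04 to 0.16), at 602 and 578 CPM, and Irf1, which drives interferon-γ target genes, −0.08 (−0.44 to 0.27), at 51.9 and 54.9. Neither difference went beyond counting error. With the named genes left out of the clustering Irf7 was at 0.09 and Irf1 at 0.06. At resolution 0.5 Irf7 was at −0.41 and Irf1 at −0.18. LPS cells of cluster 12, LPS-rich but outside the pair, had Irf7 at 78.0 CPM and Irf1 at 37.4.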

Interestingly, our cluster analysis revealed that the Ml1 cells had higher levels of Irf1 and Irf7 (Figure 2B) as compared to the Ml2 cells. In contrast, Ml2 cells had relatively higher levels of Irf5 (Figure 2B) as compared to Ml1 cells, suggesting potentially distinct activation mechanisms among these two distinct clusters. Together, our data reveal two distinct sub-population of low-grade inflammatory monocytes with distinct inflammatory features programmed by subclinical low-dose LPS, potentially governed by unique Irf transcription factors.

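Irf5 was at 151 CPM in LPS cells of cluster 9 and at 115 in those of cluster 4, a log2 ratio of 0.40 (0.18 to 0.61), and at 0.35 with the named genes left out of the clustering. Irf9 was at 0.15 in the same comparison.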

### 4-PBA Potently Reprograms an Anti-Inflammatory Monocyte Phenotype and Masks the Effects of Subclinical Low Dose LPS

4-phenylbutyric acid (4-PBA) is a potent chemical compound capable of relieving cellular stress, and has been shown to exhibit beneficial anti-inflammatory effects both *in vitro* and *in vivo* (52–54). To test its efficacy in reprogramming monocytes, we cultured murine monocytes with 4-PBA for 5 days as we previously described (9). As shown in Figure 2, 4-PBA treatment selectively programmed three clusters of anti-inflammatory cells (cluster C1, C2, and C3), with reduced expression of C5ar1, Msr1, Ccl6, Ccl9, Cxcl16, Ccr5, Icam1, and Cd40 as compared to PBS treated cluster C0 or LPS treated clusters C4 and C5 (Figure 2A). In contrast, 4-PBA drastically induced the expression of selected anti-inflammatory mediators such as Plac8 in clusters C1, C2, and C3. 

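In whole libraries, 10 of 16 measured genes of the pro-inflammatory list of Figure 2A were lower and 3 higher in 4PBA than in PBS, with a median log2 ratio of −0.87 (−1.38 to −0.06). The list and the samples are the paper's own, so this is not independent evidence. The chemokine genes Ccl6 and Cxcl16 were at −1.88 (−2.01 to −1.74) and −1.97 (−2.15 to −1.80), while Ccl9 was at −0.06 (−0.15 to 0.03). C5ar1 was at −0.76 (−0.89 to −0.62), Icam1 at −0.75 and Cd40 at −1.30. Msr1 was at −0.23, but at 0.22 as a mean over cells and at 0.02 without the granulocyte and dendritic clusters, a setting chosen after seeing the data.
The 4PBA cells of single clusters were compared with PBS cells of cluster 1. C5ar1 was at −4.91 in cluster 2, −5.13 in cluster 3, −0.20 in cluster 5 and 1.39 in cluster 8. Cxcl16 was at −4.14 in cluster 2, −1.29 in cluster 5 and −0.02 in cluster 8 and was 32.0-fold lower in cluster 3. Ccl6 was at −4.35 in cluster 2, −3.78 in cluster 3, −1.16 in cluster 5 and −0.24 in cluster 8. Ccl9 was at −0.12, 0.16, 1.18 and 0.04 in these. In cluster 6, with its granule genes, Ccl9 was at −2.20. Against the LPS cells of clusters 4 and 9 together, in clusters 2, 3, 5 and 8 Ccl9 was at −2.11, −1.83, −0.81 and −1.96 and Ccl6 at −5.42, −4.85, −2.23 and −1.31.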

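Plac8 had a log2 ratio of 5.24 (5.09 to 5.40) in 4PBA against PBS. Against PBS cells of cluster 1 it was at 10.12 in 4PBA cells of cluster 2, 10.70 in cluster 3, 9.32 in cluster 5 and 2.94 in cluster 8. Nrg1, an EGF-family growth factor, was at 4.61, and the 3 genes that Figure 2A shows as anti-inflammatory were at a median of 4.61 with catalase as the lower one. Among the genes farthest above PBS were those of immature granulocytes and monocytes. All 9 measured markers of granulocyte-monocyte progenitors were higher, at a median of 6.48, with the neutrophil elastase gene Elane at 7.69, myeloperoxidase (Mpo) at 10.93 and cathepsin G (Ctsg) at 7.74. Classical monocyte markers were at a median of 3.18, with Ly6c2 at 4.11. At the other end stood macrophage genes. All 11 macrophage markers were lower at a median of −2.56, with Mrc1 at −5.11 and Apoe, the lipid carrier, at −3.30, Abca1, a cholesterol exporter, was at −4.64, and Stab2 was at least 40.0-fold lower.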

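Irf1 and Irf5 are factors that promote inflammatory gene programs. In whole libraries, Irf1 had a log2 ratio of −0.95 (−1.22 to −0.68) and Irf5 of −0.38 (−0.56 to −0.20) in 4PBA against PBS. Within single clusters, 4PBA cells were compared with PBS cells of cluster 1. Irf1 was at −1.43 in cluster 2, −0.96 in cluster 3, −0.48 in cluster 5 and −0.65 in cluster 8. Irf5 was at −0.36 and −1.03 in clusters 2 and 3 and at 0.69 and 0.35 in clusters 5 and 8. In cluster 6 Irf5 was at −1.24. Irf7 was higher with 4PBA, at 1.21 over whole libraries, and the 8 factors of Figure 2A had a median of 0.08.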

4-PBA treated cells also had reduced levels of transcription factors Irf1 and Irf5, consistent with a reduced inflammatory state (Figure 2A). Our results also revealed some intriguing phenomena in terms of the expression of catalase (gene name cat), which was reduced by both 4-PBA and subclinical low dose LPS. 

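Cat was at 230 CPM in PBS, 112 in LPS, 70.4 in 4PBA and 59.7 in LPS+4PBA. Its log2 ratio was −1.04 (−1.15 to −0.93) in LPS against PBS and −1.71 (−1.85 to −1.57) in 4PBA against PBS. With both compounds it was at −0.91 against LPS and −0.24 against 4PBA. Catalase breaks down hydrogen peroxide. The list of antioxidant enzymes had medians of −0.07 in LPS against PBS, −0.02 in 4PBA against PBS, −0.17 in LPS+4PBA against LPS and 0.00 in LPS+4PBA against 4PBA, with genes going both ways (2 higher and 3 lower in LPS, 5 higher and 4 lower in 4PBA, each against PBS). Glutathione peroxidase 1 (Gpx1) was at 1.00 and 1.16 in LPS and in 4PBA against PBS, and the peroxiredoxin gene Prdx1 at −0.09 and −0.61.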

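Relative to LPS alone, the library with both compounds was lower in 31 of 39 interferon-stimulated genes and higher in none, at a median log2 ratio of −1.27 (−1.43 to −0.97). Irf7 was at −1.57, Ifit2 at −1.83 and Ifit3 at −1.62. Of the pro-inflammatory list of Figure 2A, 16 of 17 genes were lower, at −1.25 (−2.14 to −0.91). Cd40 was at −2.70, Fcgr1 at −2.14, Cxcl16 at −2.49 and Aif1 at −1.89. Relative to 4PBA alone, adding LPS left a median of 0.14 (0.05 to 0.33) for interferon-stimulated genes, with 4 of 38 higher, and of −0.01 (−0.33 to 0.26) for the pro-inflammatory list. Irf7 was at 0.48 (0.34 to 0.61), Ccl9 at 0.41 and Ccl6 at 0.35. Macrophage maturation genes were at −1.79 against LPS and −0.65 against 4PBA, with Apoe at −3.40 and −1.38. Macrophage markers were lower and granulocyte-monocyte progenitor markers higher than in LPS alone, so a change per cell is not separated from a change of cell types.

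**Figure D2:**
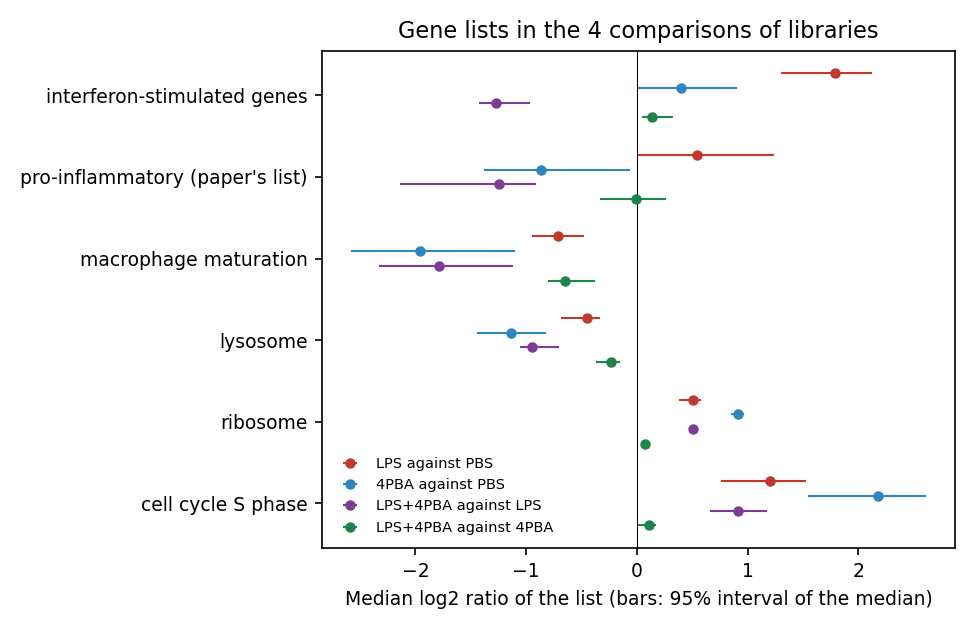
Median log2 ratio of CPM (horizontal axis) of 6 gene lists (vertical axis) in the 4 comparisons of libraries, with bars for the 95% interval of the median over the genes of a list. Interferon-stimulated genes lie at 1.79 for LPS against PBS and at 0.14 for LPS+4PBA against 4PBA.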

Surveying the populations detected with both 4-PBA and LPS challenge, we found that 4-PBA largely masked the effects of LPS as shown in clusters C8 and C9. 

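For each of 8696 genes, the log2 ratio of LPS against PBS was set beside that of LPS+4PBA against 4PBA. Of the genes at least 2-fold higher with LPS alone, 507 in number, the median was 1.39 without and 0.11 with 4PBA. In the presence of 4PBA 324 of them were still on the higher side and 10 were 2-fold higher. Ifi44, an interferon-stimulated gene, was among those that stayed, at 6.26 (4.70 to 8.55, from 3 UMIs in PBS) without and 1.49 with 4PBA. Of 221 genes at least 2-fold lower, the median was −1.23 without and −0.45 with 4PBA, with 207 on the lower side and 21 again 2-fold lower. Stab1, the macrophage scavenger receptor gene, was at −2.52 and −1.82. Both sets of genes were picked on the first ratio, so a smaller second median is partly built in. Granulocyte-monocyte progenitor markers were at medians of 3.83 in LPS and 6.48 in 4PBA, each against PBS, and macrophage markers at −0.74 and −2.56. A weaker response to LPS is therefore not separated from a change of cell types. Across genes, which are not independent replicates, Pearson's r was 0.46, Spearman's rho 0.48 and the slope 0.19. Only 0.672% of the LPS+4PBA cells and 0.196% of the 4PBA cells lay in the LPS-rich clusters 4, 9 and 12, against 59.7% (55.6% to 63.7%) of the LPS cells.

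**Figure D3:**
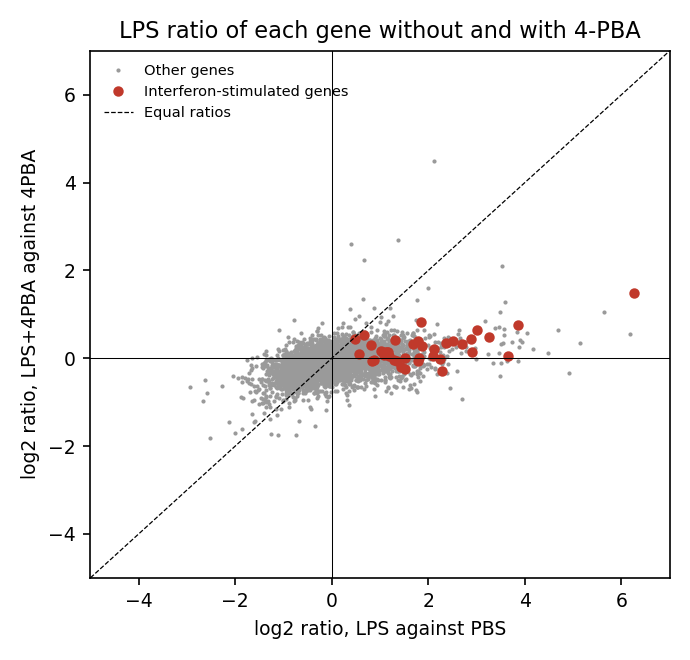
Each dot is 1 of 8696 genes, placed by its log2 ratio of LPS against PBS (horizontal axis) and of LPS+4PBA against 4PBA (vertical axis), with 38 interferon-stimulated genes in red and a dashed line where the ratios are equal. Most of the red dots lie right of 0 and below the line.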

Our data revealed that indeed 4-PBA preferentially suppressed the polarization of both subsets of low-grade inflammatory monocytes, consistent with its anti-inflammatory effects with animal models (53, 55, 56).

We further confirmed the induction of key representative protein molecules through flow analyses (Figure 3). Consistent with our single cell sequencing analysis, monocytes challenged with subclinical low dose LPS are separated through flow analysis into at least two sub-population based on CD88 (C5ar1) expression. Persistent challenge with subclinical low dose LPS also induced the surface expression of CCR2, CCR5, and CX3CR1. Interestingly, although the induction of CCR2, CCR5, and CX3CR1 occurred on the CD88 high population, CCR5 was primarily induced on the CD88 high, but not the CD88 low population (Figure 3C). These results in protein expression levels are consistent with gene expression level in the scRNA-seq data. Although the absolute number of cells in the two subpopulations is different from the results in scRNA-seq, such difference might be explained by the differences in transcription levels and protein levels.

**Figure 3:**
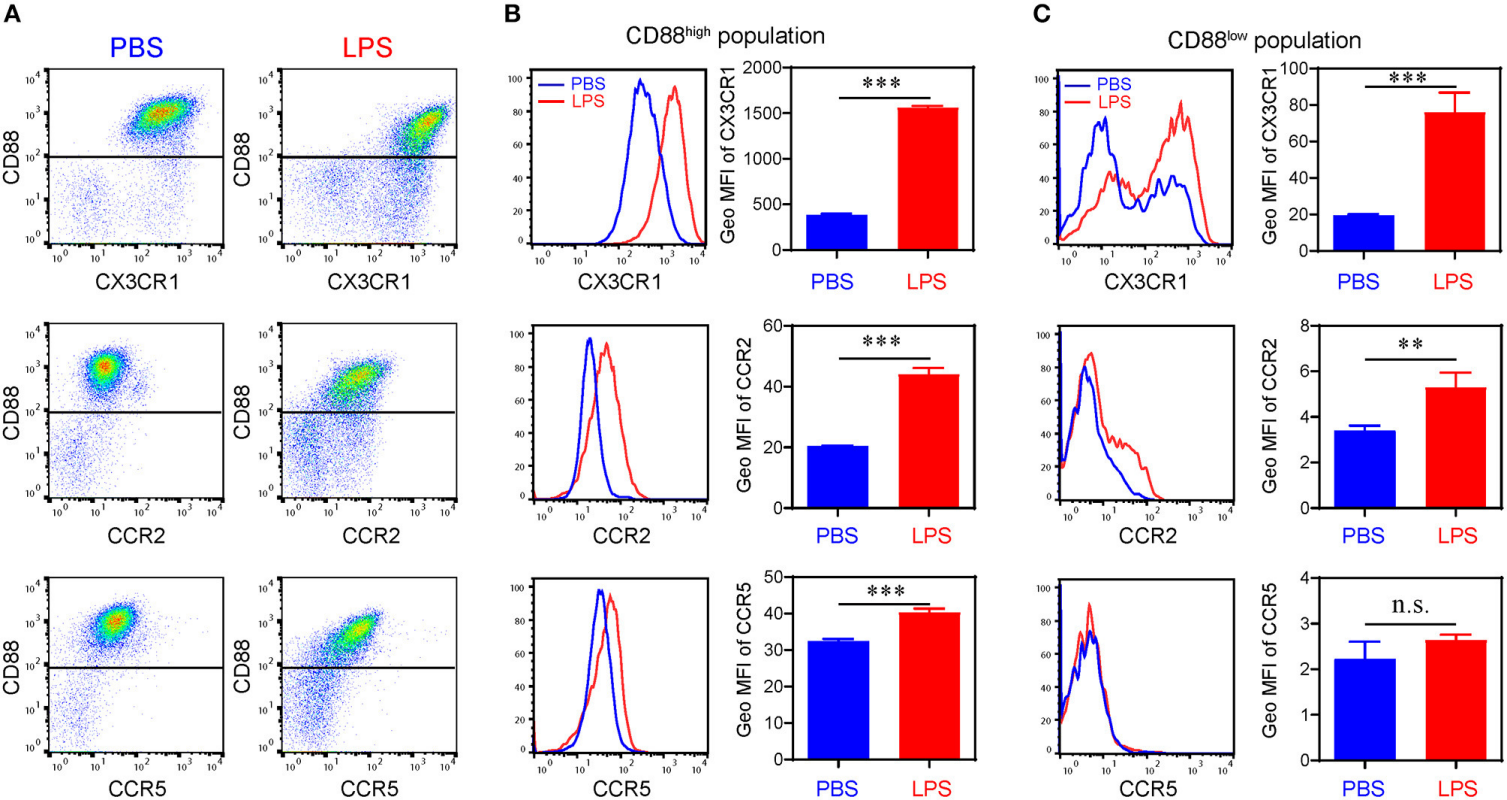
Differential expression of chemokine receptors on bone marrow derived monocytes. **(A)** Representative flow cytometry data of the surface levels of CD88, CX3CR1, CCR2, and CCR5 on monocytes primed with PBS or super low dose LPS (100 pg/ml) for 5 d. **(B)** Representative histograms (left panels) and quantification of geometric mean fluorescence intensity (right panels) demonstrating CX3CR1, CCR2, and CCR5 expression on CD88^high^ population. **(C)** Representative histograms (left panels) and quantification of geometric mean fluorescence intensity (right panels) demonstrating CX3CR1, CCR2, and CCR5 expression on CD88^low^ population. n.s. not significant; **P < 0.01; ***P < 0.001. Student's t-test.

### Potential Ontogeny of the Low-Grade Inflammatory Monocyte Clusters With Trajectory Analysis

Given the clear advantage of single cell analysis in defining the heterogeneity of cells, one may infer the ontogeny of activated cell populations with the pseudo-time trajectory analysis. To understand the transition of cells between different states, we performed trajectory analysis on the scRNA-seq data. The cluster C0 served as the natural origin of the trajectory, because it is PBS-treated control. A starting cell was randomly selected from the PBS sample as the root of pseudo time in PBS dominant cluster C0. To choose the most appropriate clustering method, we used Dynbenchmark, which compared and recommended trajectory methods based on computing capacity and prior information such as the choice of the starting cell (16). After testing several methods suggested by Dynbenchmark, we have selected minimum spanning tree (MST) method to infer a pseudo-time trajectory because the trajectory best fit the observed subpopulations. The MST method used mclust (17) to find the clustering groups and to generate MST based on distances between centers of groups as weights. Using mclust, 17 subgroups were clustered as the best fit to our data and centers of these subgroups were determined as milestones. Based on distances of path branches where is a path between two milestones, the minimum weights were decided and MST was calculated on the UMAP coordinates.

We inferred a trajectory with 17 milestones (A to Q) that reflect the progression of immune responses in monocytes in response to LPS and 4PBA challenges (Figure 4). 

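A minimum spanning tree was drawn over the centers of the 13 clusters in the space of the 10 principal components, with cluster 1 as its root. From cluster 1, where PBS cells and macrophage genes such as Stab1 dominate, it led to cluster 4 of LPS cells with Acod1 and Mmp14, and from there to cluster 9 and to cluster 8 with Lpl and Cbr2, where 103 of 161 cells were from the 4PBA library. From cluster 9 it passed to the classical monocyte-like cluster 12 and then to cluster 5 with H2-Eb1 and Cd209a, cluster 6 with its granule genes and cluster 3 with its replication genes. Cluster 3 led on to cluster 2 with its mitosis genes and that to cluster 11, where Gfi1 and Prss57 were high, and cluster 6 to the neutrophil-like cluster 7. A tree orders clusters by likeness of expression, and cells harvested on 1 day give it no measured time.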

The main transition of cellular states on the trajectory is from a naïve state (PBS treatment, cluster C0) to pro-inflammatory state (LPS treatment, cluster C4 and C5) and to anti-inflammatory state (4PBA treatment, cluster C3, C2, C1) (Figures 4A,B). We broke the trajectory into five branches based on the biological information and expression coherency. First branch of interest is the trajectory from A to F. This branch represents the response of monocytes to LPS treatment (Figure 4B) and accounts for 1/3 of pseudo-time scale in the UMAP plot (Figure 4C). From the milestone F, two branches were derived; the trajectory from F to Q and the trajectory F to I. Second branch of interest is the F-to-I branch, which represents the transition from LPS treated state (pro-inflammatory) into 4PBA+LPS treated state (anti-inflammatory). Two branches were spread out from this F-to-I branch, including I-to-P branch and I-to-L branch. The I-to-P branch represents the transition into cluster C8 and C6, and the I-to-L branch represents the transition into a large cluster C1 and then a minor cluster C9.

**Figure 4:**
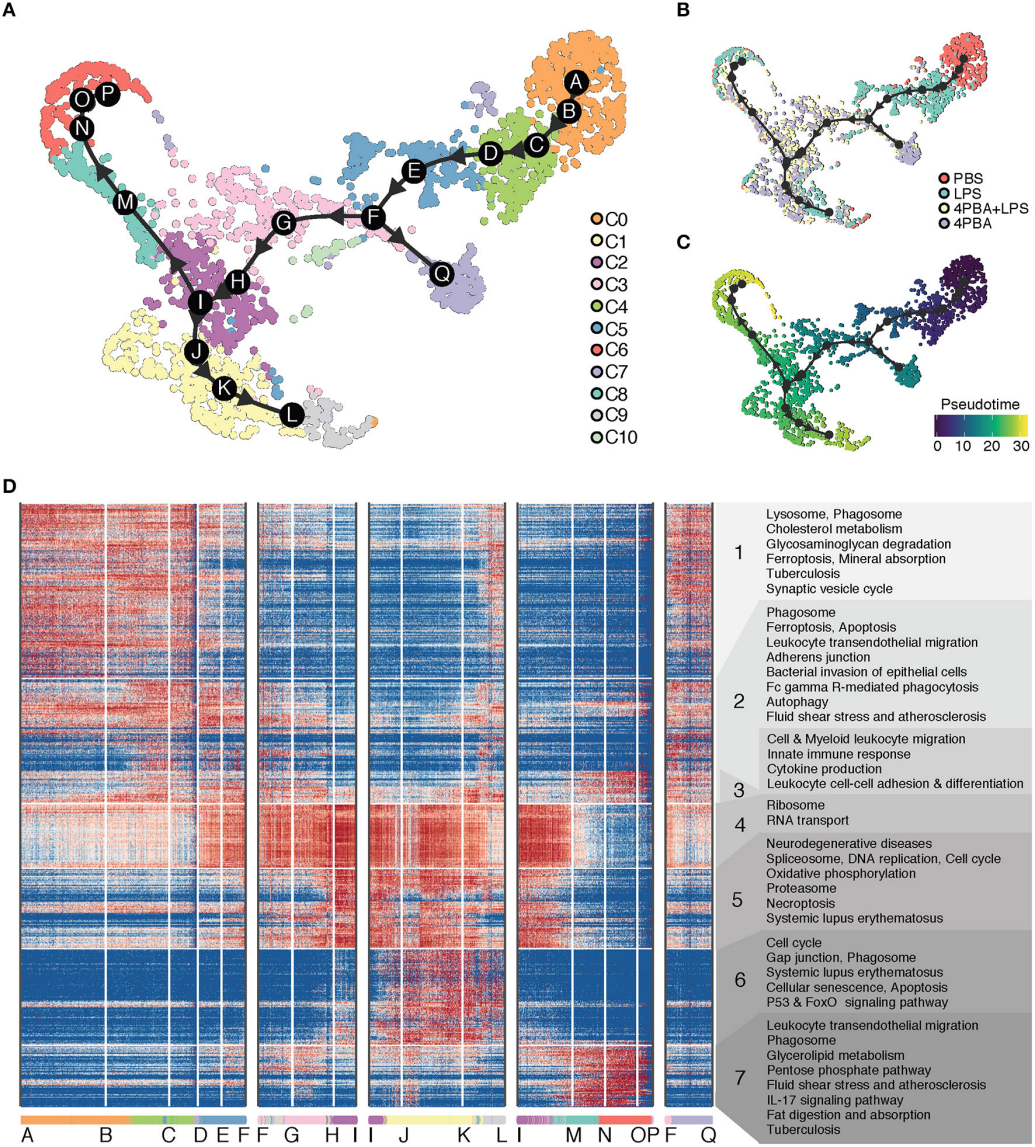
Trajectory analysis of scRNA-seq data. **(A)** Inferred trajectory of cellular transitions along 17 milestones (A–Q) on the clustering map. There are five trajectory branches: milestones A-to-F; F-to-I; I-to-L; I-to-P; and F-to-Q. A legend on the right denotes 11 clusters (C0–C10) with different color codes. **(B)** Inferred trajectory on the sample map with control and treatments. A legend on the right denotes four samples (PBS, LPS, LPS+4PBA, 4PBA) with different color codes. **(C)** Inferred trajectory on a pseudo time map. A starting cell was defined from a cell treated with PBS and in C0. **(D)** Gene expression profile and enriched functional annotation of 936 predictive genes that change expression level along trajectory branches. The predictive genes were clustered and visualized in a heatmap. The heatmap was split into 7 classes with functional terms on the right side. Cells from 11 clusters are sorted along the trajectory and 17 milestones are marked on the bottom of the heatmap.

To understand the changes in the gene expression patterns and the gene functions along these branches, we identified genes highly expressed in each branch, visualized their expression levels, and performed functional enrichment analysis of these genes in KEGG pathway terms. We divided highly expressed genes into seven classes based on expression patterns (Figure 4D). Note that these classes of genes are essentially clusters of genes and are different from cell clusters. 

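Lysosomal genes had a median log2 ratio over all other cells of 1.03 in cluster 1, 0.74 in cluster 4 and 0.08 in cluster 9. Phagosome and Fc receptor genes were at 0.24, 0.53 and 0.47 in these clusters. In cluster 2, high in mitosis genes, lysosomal genes were at −1.10, in cluster 3 at −1.18 and in cluster 8 at 0.60. The genes of a list could take part in forming the clusters, so values by cluster describe these and are no separate evidence.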

Genes in class 1 are highly expressed in the beginning of A-to-F branch where cells in cluster C0 are sorted in the beginning of the branch, and the gene expression of class 1 is gradually decreased along A-to-F branch which marks progression of the pro-inflammatory responses. Genes in class 1 are enriched with function in lysosome and phagosome, which are relevant to key monocyte functions such as phagocytosis (57, 58). In contrast, class 4 includes genes involved in ribosome and RNA transport. 

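In whole libraries, 19 of 49 measured lysosomal genes were lower in LPS than in PBS and 1 was higher, at a median log2 ratio of −0.45 (−0.69 to −0.33). Ctsd and Ctsb, which encode lysosomal proteases, were at −1.20 and −1.02, Psap, which supplies activators of lipid breakdown, at −0.89 and Ctss, a protease of antigen presentation, at 0.10. In 4PBA against PBS, 36 of 49 were lower, at −1.14 (−1.44 to −0.82), with Ctsd at −3.51 and Psap at −2.59. With both compounds the list was at −0.95 against LPS and −0.23 against 4PBA. The 28 measured phagosome and Fc receptor genes were at 0.05, −0.63, −0.70 and −0.06 in the 4 comparisons, and Fcer1g, the signalling chain of Fc receptors, was at −1.34 in 4PBA against PBS. Macrophage markers were lower in the same comparisons, at −0.74 in LPS against PBS, −2.56 in 4PBA against PBS and −2.33 in LPS+4PBA against LPS, so fewer macrophage-like cells are not separated from a change per cell.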

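All but 13 of the 81 measured ribosomal protein genes were at least 1.5-fold higher in 4PBA than in PBS, at a median log2 ratio of 0.91 (0.85 to 0.97) and with none lower. In LPS against PBS, 31 of 81 were higher, at 0.51 (0.38 to 0.58). Rps24 and Rpl23, components of the small and the large subunit, were at 0.74 and 0.80 with 4PBA and at 0.44 and 0.38 with LPS. The cells differed too, since granulocyte-monocyte progenitor markers were at 6.48 and macrophage markers at −2.56 in 4PBA against PBS, so a change per cell is not separated from a change of cell types.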

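Ribosomal protein genes were at a median log2 ratio over all other cells of −0.83 in cluster 1, −0.69 in cluster 4 and 0.00 in cluster 9. In the classical monocyte-like cluster 12 they were at 0.31, in cluster 5 at 0.26, in cluster 3 at 0.71 and in cluster 2 at 0.46. The pro-inflammatory genes of Figure 2A were at 1.27 in cluster 4, 1.12 in cluster 9, −2.61 in cluster 3 and −1.19 in cluster 2.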

The levels of these genes in class 4 were low in the beginning of A-to-F branch which includes pro-inflammatory cells, then gradually increased through F-to-I branch and coincided with the reduced expression of pro-inflammatory genes in class 1 and class 2. This trend continues through I-to-L branch, and decreases through I-to-P branch. 

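The lowest ribosomal protein genes were in the neutrophil-like cluster 7, at a median log2 ratio of −2.38, and in cluster 6, where granule genes such as Ltf, the gene of lactoferrin, were high, they were at −0.19. Over whole libraries the list was at 0.51 (0.48 to 0.54) in LPS+4PBA against LPS and at 0.07 (0.05 to 0.10) in LPS+4PBA against 4PBA, with no gene 1.5-fold apart in the latter.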

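In whole libraries, 26 of 51 measured spliceosome genes were higher in 4PBA than in PBS and 1 was lower, at a median log2 ratio of 0.60 (0.38 to 1.01). Snrpg, a core protein of the small nuclear ribonucleoproteins, was at 1.59 and the splicing factor Srsf3 at 1.33. Of 46 proteasome genes, 22 were higher and 1 lower, at 0.55 (0.42 to 0.76), and the interferon-inducible subunit gene Psmb8 was at 2.21. Of 87 genes of oxidative phosphorylation, 38 were higher and none lower, at 0.55 (0.45 to 0.68). Cox4i1, a subunit of cytochrome c oxidase with many UMIs, was at −0.04. In LPS against PBS these lists were at 0.35, 0.41 and 0.25, in LPS+4PBA against LPS at 0.40, 0.26 and 0.34, and in LPS+4PBA against 4PBA at 0.08, 0.12 and 0.07. In 4PBA against PBS, granulocyte-monocyte progenitor markers were at 6.48, macrophage markers at −2.56 and S phase genes at 2.18, so a change per cell is not separated from a change of cell types.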

Class 5 includes genes from spliceosome and proteasome as well as oxidative phosphorylation. 

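By cluster, the genes of the spliceosome, the proteasome and oxidative phosphorylation were highest in clusters 2 and 3. Spliceosome genes were at a median log2 ratio of 0.68 in both, and oxidative phosphorylation genes at 0.44 and 0.60. Cluster 3 held replication genes such as Mcm3 and Dtl, and cluster 2 mitotic genes such as Nusap1. In cluster 1, spliceosome genes were at −0.74 and oxidative phosphorylation genes at −0.53. In the neutrophil-like cluster 7 they were at −1.83 and −1.39.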

The distribution patterns of class 5 were similar as compared to class 4, but the activation of these genes was more concentrated on milestone I and cells in cluster C2 toward the end of F-to-I branch and continued toward I-to-L branch. Increased oxidative phosphorylation in monocytes is associated with the anti-inflammatory polarization. This is consistent with the fact that these cell clusters within the F-to-I branch as well as I-to-L branch are 4-PBA responsive clusters exhibiting anti-inflammatory phenotypes and reduced expression of pro-inflammatory genes.

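Some clusters with cells of the 2 libraries with 4PBA carried cell cycle genes and others neutrophil granule genes, while the 4PBA-type clusters 5 and 8 were low in both. In cluster 11, G2/M genes were at a median log2 ratio of 1.53 over all other cells, and S phase genes reached 1.73 in cluster 3. In clusters 6 and 7, neutrophil markers were at 3.40 and 4.23, and S phase genes at −1.69 and −5.10, though cluster 7 held more LPS cells (80 of 169) than cells of any other library. In whole libraries, 37 of 39 S phase genes were higher in 4PBA than in PBS, at a median log2 ratio of 2.18 (4.53-fold). In LPS against PBS, 29 of 37 were higher, at a smaller median of 2.30-fold. Mcm3, a subunit of the replicative helicase, was at a log2 ratio of 2.69 in 4PBA against PBS. G2/M genes were at median log2 ratios of 1.49 in 4PBA and 0.95 in LPS, each against PBS. Top2a, the topoisomerase of dividing cells, was at 2.16 and 1.40. Against LPS, the library with both compounds was at 0.91 for S phase and 0.25 for G2/M genes. Granulocyte-monocyte progenitor markers were at 6.48 in 4PBA and 3.83 in LPS, each against PBS, and macrophage markers at −2.56 and −0.74. A change per cell is thus not separated from a change of cell types.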

Class 6 and class 7 include genes activated on two opposite branches (I-to-L and I-to-P branches), respectively, which suggest two distinctly polarized states in cells challenged with 4-PBA together with LPS. 

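Pentose phosphate genes were at a median log2 ratio of 0.15 in cluster 6, −0.74 in cluster 7, 0.21 in cluster 2 and 0.35 in clusters 3 and 11. Glycolysis genes were at 0.00 in cluster 6, 0.47 in cluster 7 and 0.44 in cluster 2, and oxidative phosphorylation genes were at −0.48 in cluster 6. In whole libraries, fatty acid oxidation genes and PPAR targets had medians of −0.05 in LPS against PBS, 0.13 in 4PBA against PBS, 0.20 in LPS+4PBA against LPS and 0.00 in LPS+4PBA against 4PBA. Plin2, which coats lipid droplets, was at −0.56 in 4PBA against PBS. Genes of cholesterol synthesis had medians of 0.23, 0.42, 0.24 and 0.02, with the synthase gene Fdps at 1.25 in LPS and 1.98 in 4PBA, each against PBS.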

While the I-to-L branch correlated with anti-inflammatory features as well as enhanced expression of genes involved in oxidative phosphorylation, the I-to-P branch preferentially expressed genes involved in glucose metabolism such as the PPP pathway as well as genes involved in lipid digestion and absorption. Our data suggest that the effects of LPS and 4-PBA may be competitive in shaping the final outcome of monocyte fates, with the effects of 4-PBA mostly taking the upper hand among the I-to-L branch while the effects of LPS taking a slight dominance in the I-to-P branch. Further functional confirmation will be needed to examine the detailed mechanisms.

### Machine Learning Predicts Cluster-Specific Motifs With Better Performances Than Enrichment Analysis

To further elucidate the regulatory mechanisms of scRNA-seq results, we used a machine learning method to identify and to prioritize potential key transcription factors using binding motifs and mouse monocyte ATAC-seq data and scRNA-seq. In particular, we have adapted a guided, regularized random forest method using feature selection to prioritize motifs that are enriched in the proximal regulatory regions and on open chromatin regions of genes in each cluster. As compared our previous method using logistic regression with L1 regularization (59), random forest method allows us to explore different approach to combine features in the feature selection process. The results from machine learning method was compared with the results from conventional Chi-squared test to determine which method has a better performance based on auROC and auPRC curves (Figure 5A).

**Figure 5:**
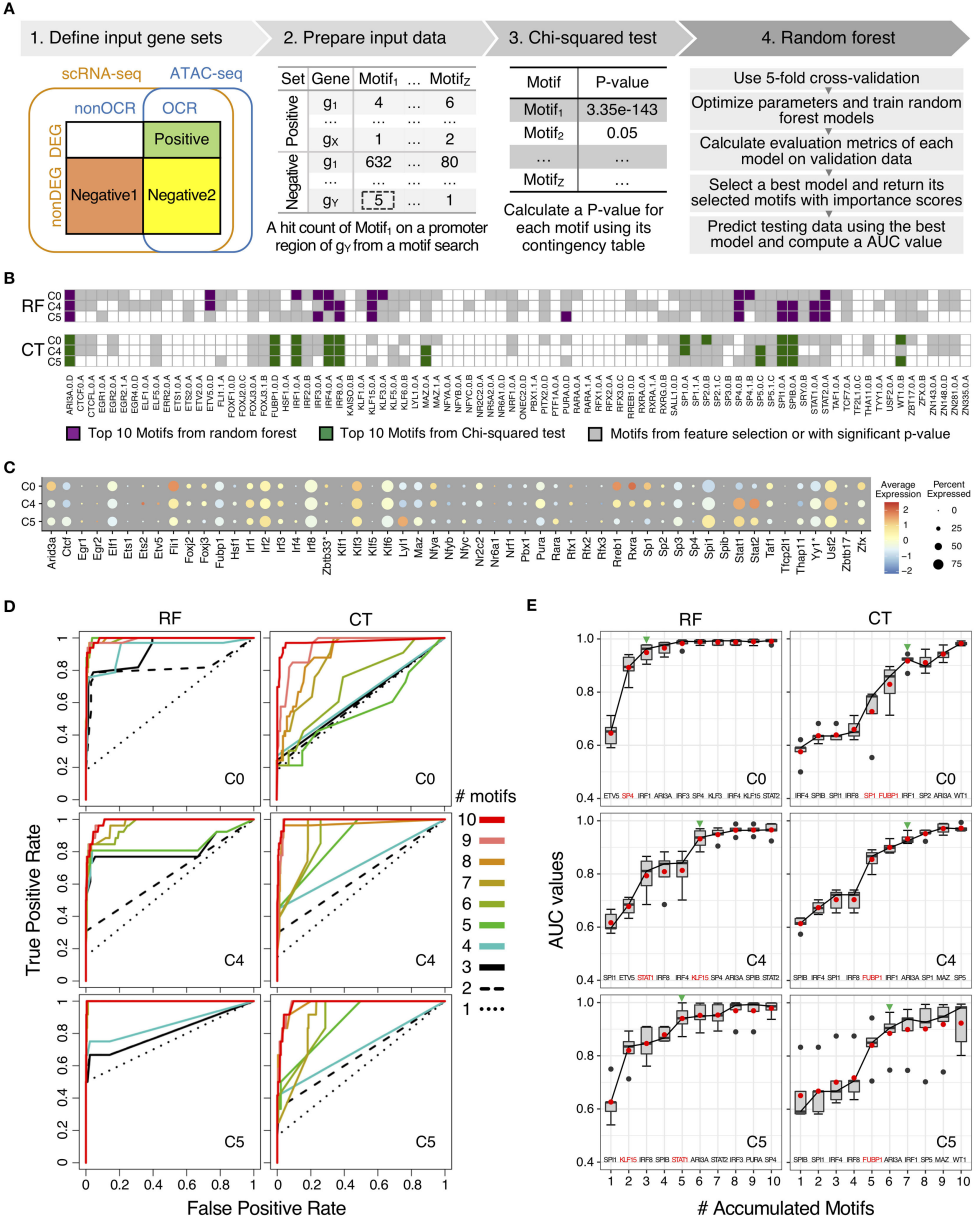
Comparison of motifs enrichment analysis and feature selection by random forest (RF) and Chi-squared test (CT). **(A)** Pipeline of motif analysis composed of four steps including preparation of input data sets based on positive and negative gene sets and performing Chi-squared test and random forest. **(B)** Motif selection results of cluster C0, C4, and C5 by RF and CT. Total 84 selected motifs were visualized in tile plots. **(C)** Expression profile of transcription factor genes corresponding to the selected motifs in cluster C0, C4, and C5. Some motifs have different names for their genes: KAISO—Zbtb33; TF2L1—Tfcp2l1; THA11—Thap11; TYY'—Yy1; ZBT17—Zbtb17. **(D)** Prediction performance of cluster C0, C4, and C5 with top N motifs in auROCs by RF and CT. **(E)** Prediction performance of cluster C0, C4, and C5 with top N motifs in auROC values from 5-fold cross-validation by RF and CT. Green arrowheads indicate the number of accumulated motifs where average median and mean auROC values are equal to or higher than 0.9. Names of top 10 motifs were listed on the bottom of the box plot, and one or two motifs with the highest auROC improvement were highlighted in red color.

For motif enrichment analysis, we performed Chi-squared test to identify enriched motifs and random forest to select important motifs using feature selection (Figure 5A and Supplementary Figure 3). As input data, positive gene sets and negative gene sets were defined for individual cluster, respectively according to gene expression levels and chromatin accessibility of transcription factors binding sites of the target genes (Supplementary Figure 2 and Supplementary Table 4). Genes in positive sets were differentially expressed genes (DEG) with open chromatin regions (OCR) that were annotated as promoter-TSS regions by HOMER (26). For negative gene sets, we tested two approaches, including negative gene set 1 and negative gene set 2. Genes in both negative gene sets were non-DEGs, but genes in negative gene set 1 do not have promoter-TSS open chromatin regions (non-OCR) and genes in negative gene set 2 have OCR. Number of genes in positive and negative sets were shown in Supplementary Table 4. With genes in positive and negative gene sets for individual clusters, we next searched known motifs on the promoter-TSS regions of genes in positive and negative gene sets for individual clusters. We counted motif hits per gene in the OCR regions and generated hit count profiles as input data of further analysis. Since genes in negative set 1 do not have OCRs, we searched motifs in 1,200 bp sequences up- and down-stream of TSS for these genes. We used 1,200 bp because this is the average length of annotated open chromatin regions in promoter-TSS regions. We performed motif enrichment analysis with motifs in positive and negative gene sets by using Chi-squared test and random forest (Figure 5A). We compared performances of motif enrichment analysis between to input gene sets with negative gene set 1 and negative gene set 2 in each cluster with auROC curves (Supplementary Figure 4). Average mean AUC values across 11 cluster of gene set 1 is 0.986 and those of gene set 2 is 0.691 (Supplementary Figure 4A). For CT, average –log_10_ *p*-value of gene set 1 is 21.4 and those of gene set 2 is 1.9 (Supplementary Figure 4B). Since negative gene set 1 showed better results from both RF and Ct, we used gene set 1 for further analysis.

We scanned 531 mouse motifs and we detected 84 motifs that are enriched in one or more clusters (Figure 5B and Supplementary Figure 5). Among these motifs, 59 motifs were detected using Chi-squared test (CT), whereas RF identified 82 motifs. In order to prioritize potential key regulators in low-LPS inflammation in monocytes, we perform features selection by selected top 10 motifs by importance scores from RF and by *p*-value from CT (Supplementary Table 5). We identified top 10 motifs for each of the 11 clusters and because there are motifs that are in the top 10 list for more than one clusters, we obtained 33 unique motifs in total, with 30 motifs from RF and 16 motifs from CT. There are 13 motifs were identified as top 10 motifs for both RF and CT methods, and 3 motifs and 16 motifs were unique in CT and in RF, respectively.

Moreover, the distribution of top 10 motifs across 11 cluster is distinct between RF and CT (Figure 5B and Supplementary Figure 5). We found that top 10 motifs from CT are mostly the same across different clusters, whereas top 10 motifs from RF are very different in each cluster (Supplementary Figure 5A). For example, both CT and RF identified five IRFs (IRF1/2/3/4/8) as important motifs. However, using CT, IRF1/4/8 were identified as top 10 motifs across 8 or more clusters. In contrast, using RF, no IRF were considered as top 10 across more than 6 clusters. In particular, IRF1 was identified as important motifs in all 11 clusters by CT, but these clusters have very different biological functions. In contrast, RF defines IRF1 as a common top motif in cluster C0, C1, C2, and C3, but not in C4 or C5. Cluster C0–C3 all have naïve or anti-inflammatory characteristics, where as C4 and C5 are inflammatory clusters. These results suggest that RF selected motifs that are more cluster-specific than CT.

To investigate relationship between top 10 motifs in RF and CT, we looked into the patterns of the motif sequences (Supplementary Table 6). We grouped top 10 motifs by transcription factor family, and there are 33 unique motifs found in at least one in 11 clusters from both CT and RF. These 33 unique motifs belong to 10 TF families. We found that RF usually has more motifs for each TF family than CT. For example, as three-zinc finger Krüppel-related factors, RF selected 8 motifs (KLF15.0.A, KLF3.0.A, SP1.0.A, SP1.1.A, SP3.0.B, SP4.0.B, SP4.1.B, SP5.0.C) and CT selected 3 motifs (SP1.0.A, SP2.0.B, SP5.0.C). This result suggest that RF is more sensitive and can pick up small difference between highly similar motifs from the same gene family.

We also analyzed the gene expression levels of transcription factors of 84 motifs to understand gene regulation by TFs together with motif enrichment analysis results (Figure 5C and Supplementary Figure 5B). Since some TFs have two motifs, there were 75 genes and 84 motifs. Among these 75 genes, only 64 genes were detected in scRNA-seq data. The fold change of expression of these 64 genes are not as high as compared to other marker genes (Figure 2A). Also, expression levels of TFs do not show clear association with motif enrichment results when we compared individual cluster along the pseudo-time. 

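Among the factors that the paper names in its text, Irf8 was at 270 CPM in PBS, 275 in LPS, 350 in 4PBA and 395 in LPS+4PBA, and Stat2, a factor of type I interferon signalling, at 31.3, 77.0, 44.1 and 42.9. Of Irf4, Spib, Spi1 and Stat2, only Spi1 and Stat2 were measured against PBS, at median log2 ratios of 0.80 in LPS and 0.34 in 4PBA. In LPS+4PBA, Irf4 was measured too, and the medians were −0.08 against LPS and −0.04 against 4PBA. Irf7 is a factor with a wider range, from 38.4 CPM in PBS to 367 in LPS.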

Some TFs, for example, IRF4 and SPIB are not highly expressed, but their motifs were selected as top candidate motifs by both RF and CT. 

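Irf4, a factor of lymphocytes and dendritic cells, had 22 UMIs in the PBS library, 46 in LPS, 55 in 4PBA and 66 in LPS+4PBA. By cluster it was at 27.7 CPM in the plasmacytoid dendritic cell-like cluster 13 and at 21.6 in cluster 5. Spib, an ETS factor of B cells and plasmacytoid dendritic cells, had 1, 43, 5 and 17 UMIs in the 4 libraries and was at 73.2 CPM in cluster 13. Spib stayed under the minimum of 100 UMIs in each comparison, and Irf4 in both against PBS.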

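Spi1, which encodes PU.1, the main ETS factor of myeloid cells, was at 341 CPM in PBS, 423 in LPS, 386 in 4PBA and 400 in LPS+4PBA. Its highest level was 679, in the neutrophil-like cluster 7. Irf8 was at 547 in cluster 3 and 515 in cluster 2. In LPS+4PBA against 4PBA, Irf8 had a log2 ratio of 0.18 (0.11 to 0.25), and of −0.01 as a mean over cells.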

In other situations, for example, IRF8 and SPI1, highly expressed genes do have motifs that are also selected. 

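Stat2 had a log2 ratio of 1.30 in LPS against PBS, 0.49 in 4PBA against PBS, −0.84 in LPS+4PBA against LPS and −0.04 in LPS+4PBA against 4PBA.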

Finally, genes such as STAT1 and STAT2 are both highly expressed, but their motifs were only selected by RF but not CT. This result suggests that transcription levels and protein levels may not be correlated for some TFs but for others, there is correlations between the expression level and motif enrichment.

To test the performance of top 10 motifs for RF and CT, we generated ROC curves for these motifs and analyzed how ROC curves changes for each method. First, both CT and RF show excellent auROC values with top 10 motifs. Average AUC across 11 clusters with all 84 motifs from RF was 0.986. Using only top 10 motifs from RF, we obtained an AUC of 0.979 and using top 10 motifs from CT, we obtained an AUC of 0.961. These performances indicated that only with top 10 motifs from both methods can effectively classify positive and negative gene sets.

Since both approaches provide high auROC values with top 10 motifs, we then evaluate degree of separability with top 10 motifs by comparing performance of motif selection of each method by predicting testing data with top N motifs (*N* = 1–10) by including motifs one by one (Figures 5D,E and Supplementary Figures 6, 7). We trained random forest models with top 10 selected motifs from CT and RF, respectively. When we applied the models to testing data, we used top N motif to evaluate the prediction performance. By increasing the number of motifs, ROC curves approached to the top-left corner, indicating the perfect classification shape with higher true positive rate and lower false positive rate (Figure 5D and Supplementary Figure 6). When we compared ROC curves between RF and CT, ROC curves with RF motifs reached the better classification results with fewer motifs consistently. The same result was found for auPRC (Supplementary Figure 6).

For example, in auROC graphs of cluster C0, ROC curves of using up to five motifs by CT were near the diagonal line (Figure 5D), with average auROC below 0.8 at 5 motifs. In contrast, the ROC of top 1 motif by RF was near the diagonal line and showed an average auROC of 0.6. When the second-best motif was added, the average auROC is already higher than 0.9 (Figure 5E and Supplementary Figure 7A). As mentioned before, average AUC values cross 11 clusters with top 10 motifs by both methods were high and close to one. However, motifs selected by RF using importance score approach high AUC values with fewer motifs. For example, in cluster C0, seven motifs selected by CT method were needed to reach AUC = 0.9, but only three motifs from RF were required for the same performance. This difference is observed in other clusters consistently (Figure 5E). In summary, these results indicate that motifs provided by RF show better performances with fewer number of motifs.

To understand these differences between RF and CT, we checked the number of target genes of top 10 motifs in positive gene sets by RF and CT (Supplementary Figure 7B). The total number of target genes that could be potentially regulated by transcription factors (TF) of top 10 motifs were similar between RF and CT methods. However, as we included top motifs one by one, the accumulated number of target genes with RF motifs increased faster. For example, two or three motifs by RF covered more than 70% target genes in positive gene sets, while CT needed 5 motifs in average. This suggests that RF provides higher importance scores to motifs that are highly connected to target genes. Based on these prediction performances as well as the gain of target genes, we conclude that selected feature by RF method are more specific for each cluster with higher degree of separability than feature selection by CT method.

## Discussion

Monocytes are innate immune cells that play crucial and diverse roles during the modulation of host inflammatory environment. A better understanding with regard to the monocyte activation dynamics is needed in order to guide the future effective treatments of both acute and chronic inflammatory disorders. Previous study with monocytes/macrophages by bulk RNA-seq data allows the identification of key differentially expressed mediators for further analysis based on their average expression levels from the whole cell population (7). However, the bulk RNA-seq approach will not be able to properly differentiate diverging sub-populations of monocytes differentially activated toward multiple trajectories. In this project, we performed single-cell RNA-seq analyses of monocytes that allows us to quantify gene expression levels for individual monocytes, overcoming the limitation associated with the conventional bulk RNA-seq.

Our single cell analysis revealed two distinct populations of activated monocytes (C4 and C5) when persistently challenged with subclinical super-low dose LPS, which we named as Ml1 and Ml2. Consistent with the previous studies with the conventional approaches, we confirmed that indeed the persistent challenge with SLD-LPS preferentially induced the low-grade activation of monocytes as reflected in the increased transcription factor signatures of IRF1, 5, and 7 (6, 32, 60, 61) in the LPS responsive clusters of C4 and C5. Both IRF1 and IRF5 were shown by conventional biochemical approaches as the key transcription factors involved in the polarization of inflammatory monocytes (62, 63). Furthermore, LPS-activated monocyte clusters (C4, C5) also express elevated levels of chemokines such as Ccl2, Ccl6, Ccl9, and Cxcl16, adhesion molecule Icam1, and phagocytic receptor Fcgr1 (Figure 2). 

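Ccl2, the attractant of monocytes with CCR2, had 18 UMIs in LPS cells of cluster 4, 81 in LPS cells of cluster 9 and 4 in PBS cells of cluster 1, which are 5.20, 39.3 and 0.741 CPM. Its log2 ratios over cluster 1 were 2.81 (1.21 to 4.83) and 5.73 (4.32 to 7.64), from counts below the minimum of 100 UMIs for a measured gene. In cluster 9 only 18 of 132 cells had UMIs of Ccl2, and 31 UMIs lay in 1 LPS cell. Ccl6 was at 1.13 and 0.97, Ccl9 at 2.15 and 1.70, and Cxcl16, a chemokine that is also a scavenger receptor, at 1.36 and 0.47. Fcgr1 was at 1.98 and 1.93 and Icam1 at 0.43 and 0.57. Over whole libraries the difference in Ccl2 was smaller, with 49 UMIs in PBS and 120 in LPS, which are 6.22 and 11.3 CPM.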

Our single cell analyses also revealed unique features of two distinct clusters activated by SLD-LPS. Ml1 cells in cluster 4 preferentially expressed C5ar1, Ccr5 and resembled the intermediate inflammatory monocytes observed in both human and mice systems (6, 58). In contrast, Ml2 cells in cluster 5 preferentially expressed Ccr2, Cx3cr1, and Il18, resembling the classical Ly6C^hi^ inflammatory monocytes observed previously (58, 64). 

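Il18, the gene of an interleukin that the inflammasome activates, was at 81.9 CPM in LPS cells of cluster 9 and at 26.6 in those of cluster 4, a log2 ratio of 1.62 (1.25 to 2.01). Cd40 was at 1.15 (0.58 to 1.73). In cluster 12, also rich in LPS cells, classical monocyte markers were at a median of 1.07 over all other cells. Over whole libraries, non-classical monocyte markers were at 0.93 in LPS against PBS, 1.33 in 4PBA against PBS, 0.43 in LPS+4PBA against LPS and 0.20 in LPS+4PBA against 4PBA, and classical ones at 1.06 and 0.24 in the last 2 comparisons.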

Ml1 monocytes might be preferentially associated with propagating low-grade inflammatory processes, while Ml2 monocytes might be implicated in coordinating additional pathophysiological events such as patrolling, adherence, phagocytosis through limited proliferation. Given the powerful approach of single cell sequencing analysis that provides additional details of cellular activation states, similar approaches can be applied in the future to define additional states of monocyte programming during the pathogenesis of wide arrays of inflammatory diseases such as chronic atherosclerosis and acute sepsis. For example, different subsets of low-grade inflammatory monocytes might be differentially involved in the initiation of low-grade inflammation and the accumulation of foamy macrophages. On the other hand, prolonged challenges with higher dose LPS may lead to dysfunctional innate leukocytes with an exhausted phenotype characterized by pathogenic inflammation and immuno-suppression associated with elevated sepsis (65). Future single cell sequencing analysis will be helpful in defining additional sub-populations of monocytes adopting distinct phenotypic states representing both chronic atherosclerosis and acute sepsis, dependent upon the duration and intensity of external danger signals.

In contrast, 4-PBA treated cell clusters (C1, 2) had reduced expression of these inflammatory genes, consistent with the anti-inflammatory effects of 4-PBA reported previously (7, 66). 

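In LPS+4PBA cells, compared with the LPS cells of clusters 4 and 9 together, C5ar1 had a log2 ratio of −3.24 in cluster 2 and −1.17 in cluster 5. Cxcl16 was at −3.98 and −2.50, and Ccl9, a chemokine for monocytes and macrophages, at −1.60 and −0.68. Against PBS cells of cluster 1, Ccl9 was at 0.40 in LPS+4PBA cells of cluster 2, 0.43 in cluster 3 and 1.32 in cluster 5.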

When challenged together, the effects of 4-PBA can largely over-shadow the polarizing effects of super-low dose LPS. However, perhaps due to the competing nature of 4-PBA and super-low dose LPS, cells co-treated with LPS and 4-PBA also give rise to two distinct populations with unique trajectories. It is interesting to note that one of the populations derived from LPS plus 4-PBA treatment expressed genes enriched with metabolic PPP (pentose phosphate pathway), while the other branch exhibited genes involved in oxidative phosphorylation (Figure 4). 

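In whole libraries, pentose phosphate genes had a median log2 ratio of 0.39 in LPS against PBS, 0.68 (−0.17 to 1.45) in 4PBA against PBS, 0.30 in LPS+4PBA against LPS and −0.01 in LPS+4PBA against 4PBA. Tkt and Taldo1, the enzymes of the non-oxidative branch, were at 0.99 and 0.82 in 4PBA against PBS, and Pgd, an NADPH-producing enzyme of the oxidative branch, at 0.09. None of the 14 genes was 1.5-fold apart between LPS+4PBA and 4PBA. Granulocyte-monocyte progenitor markers were at 6.48 and macrophage markers at −2.56 in 4PBA against PBS, so a change per cell is not separated from a change of cell types.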

Our findings are consistent with emerging studies revealing a close connection between metabolic alterations with monocyte polarization (67). Both the PPP and oxidative phosphorylation processes have been implicated in maintaining monocyte homeostasis, with PPP pathway generating NADPH involved in anti-oxidative processes and the oxidative phosphorylation pathway leading to enhanced ATP generation (67, 68). Future mechanistic studies are needed to further define the homeostatic effects of 4-PBA in preferentially re-programing monocytes *in vitro* and *in vivo*.

Gene expression profile at the single-cell level can be used to infer cellular changes on the pseudo-time course from samples with one time point. In particular, this study treated monocytes with four treatments for 5 days to induce the low-grade and non-resolving inflammation *in vitro*. Based on results from trajectory analysis, we predicted cellular states of monocytes in response to inflection by LPS and anti-inflammatory treatment by 4PBA from naïve status by PBS. We have tested several trajectory finding algorithms and surprisingly, the best methods established by published benchmarking experiment performed poorly in our data set. The predicted trajectories either do not accurately follow the observed changes in the cell population or, in some cases, fall outside of the observed cell populations. We have found that the key step to determine a visually optimal trajectory is to fine tune the number of mile stone cells and number of clusters in the data. Determining number of clusters has been a major challenge in the field of unsupervised clustering analysis. More robust approaches would be needed to automate the process of trajectory analysis in the future.

To identify regulatory genes that modulate cellular states and underlying mechanisms of responses, we integrated scRNA-seq results with bulk ATAC-seq data from monocytes. Relying on scRNA-seq alone is limited to determine regulators that modulate the expression, since transcriptome data is designed to capture transcripts of responsive genes not transcription factors or regulatory RNAs that are already present in cells or not detected by the technology. Using the published ATAC-seq data from the cell type, monocyte, supplemented the missing information of participating transcription factors with the accessible chromatin regions where transcription factors can bind to in monocytes. By integrating two types of data sets, we predicted potential transcription factors that regulate differentially expressed genes in each group of cells. From 530 motifs in HOCOMOCO mouse DB, our RF method selected 10 motifs for each cluster and achieved high, average auROC of 0.96, suggesting that these motifs and their associated TFs can be key regulators controlling gene expression of monocytes.

We choose random forest method because it has been demonstrated to have good performances for gene expression data analysis in several papers (59, 69, 70). We also tested another methods using Lasso and Elastic-Net Regularized Generalized Linear Models (71) in our preliminary analysis. However, the performance is not comparable to the random forest method and this model is not included in our final result. Additionally, we found that random forest approach can always achieve similar performance with fewer motifs selected as compared to motif enrichment-based approach. This highlights the usefulness of machine learning methods in detecting motif combination through optimization across multiple motifs in contrast to enrichment test where one motif is considered at a time (72). The top 3 motifs selected by random forest can achieve a high auROC of 0.90 for some clusters, which provides a substantial reduction of the search space from 530 motifs to only 3 motifs, which is highly useful for determining candidate regulators from RNA-seq data. Finally, RF identified genes such as STAT1 to be key regulatory genes related to newly discovered Ml1 and Ml2 sub-populations of monocytes but not in the homeostasis population of monocytes. This result is not obtained by enrichment test. With the known function of STAT1 in polarizing inflammatory monocytes (73), our results suggest that the RF method implemented in this analysis provides biologically relevant prediction than traditional approaches. Additional experimental validations will be needed in future works to validate the predicted motif enrichment by perturbing the TFs with such binding sites.

## Data Availability Statement

The single-cell RNA-seq data generated in this study are publicly available in the Gene Expression Omnibus under accession number GSE160450 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160450).

## Ethics Statement

The animal study was reviewed and approved by The Virginia Tech Institutional Animal Care and Use Committee.

## Author Contributions

LL and SL conceived the experiment. SG performed the experiments and generated data. JL analyzed the data and generated the figures and tables. All authors contributed to manuscript writing.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Single Cell RNA-Seq and Machine Learning Reveal Novel Subpopulations in Low-Grade Inflammatory Monocytes With Unique Regulatory Circuits
**Source:** Front Immunol. 2021 Feb 23;12:627036. doi: 10.3389/fimmu.2021.627036
**Supplement:** Supplementary file 1

SUPPLEMENTARY TABLE AND FIGURES

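The deposited barcodes had a median of 11621 UMIs and 3251 genes in PBS, 15639 UMIs and 3740 genes in LPS, 11973 UMIs and 3342 genes in 4PBA, and 13276 UMIs and 3404 genes in LPS+4PBA. Each UMI stands for 1 captured transcript, so copies made in amplification count once. Read pairs, saturation and mapping rates come from the raw reads and were not used here.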

**Table S1.** Summary statistics of monocyte single-cell RNA-seq.

| **Sample** | **Key Summary** | | | | **Sequencing** | | **Mapping** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | Estimated number of cells | Mean read pairs per cell | Median genes per cell | Sequencing saturation | Number of read pairs | Valid barcodes | Reads mapped to genome |
| **PBS** | 672 | 79,432 | 3,251 | 67.3% | 53,378,770 | 95.60% | 92.80% |
| **LPS** | 666 | 83,892 | 3,740 | 65.4% | 55,872,530 | 95.80% | 93.30% |
| **LPS4PBA** | 751 | 79,543 | 3,404 | 65.4% | 59,736,809 | 95.70% | 93.70% |
| **4PBA** | 683 | 81,829 | 3,342 | 68.9% | 55,889,689 | 95.80% | 93.30% |
| **Average**  **(Total)** | 693  (2,772) | 81,174 | 3,434 | 66.8% | 56,219,450  (224,877,798) | 95.7% | 93.3% |

**Table S2.** Summary statistics of quality control metrics.

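The table follows the cells through the filters, from loading to the kept cells. Recounted from the deposited matrices, loading gave 645 cells in PBS, 653 in LPS, 666 in 4PBA and 735 in LPS+4PBA, and the filters kept 497, 588, 509 and 595. The kept cells had medians of 14497, 17315, 14946 and 15315 UMIs and of 3680, 3878, 3829 and 3826 genes.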

|  | **Metrics** | | **4PBA** | **LPS** | **LPS4PBA** | **PBS** | **Total** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **Default filtering during loading step** | Total number of genes | | 13,144 | 12,467 | 13,431 | 12,177 | 14,035 |
|  | Total number of cells | | 666 | 653 | 735 | 645 | 2,699 |
|  | Average number of genes per cell | | 3,228 | 3,440 | 3,340 | 3,116 | 3,283 |
|  |  | Minimum | 201 | 207 | 226 | 208 | 201 |
|  |  | 1st quartile | 1,873 | 2,206 | 1,924 | 1,897 | 1,952 |
|  |  | Median | 3,394 | 3,761 | 3,486 | 3,334 | 3,494 |
|  |  | 3rd quartile | 4,362 | 4,558 | 4,617 | 4,244 | 4,436 |
|  |  | Maximum | 7,578 | 7,018 | 7,344 | 7,037 | 7,578 |
|  | Average number of reads per cell | | 14,028 | 16,809 | 15,698 | 13,447 | 15,016 |
|  |  | Minimum | 522 | 516 | 507 | 512 | 507 |
|  |  | 1st quartile | 5,253 | 7,761 | 6,368 | 5,973 | 6,347 |
|  |  | Median | 12,211 | 15,816 | 13,675 | 12,226 | 13,406 |
|  |  | 3rd quartile | 18,736 | 22,798 | 21,643 | 18,860 | 20,998 |
|  |  | Maximum | 64,142 | 65,764 | 59,189 | 66,436 | 66,436 |
|  | Average percent of mitochondria genes per cell | | 16.0986 | 8.587 | 13.44 | 14.7744 | 13.241 |
|  |  | Minimum | 0.1506 | 0 | 0 | 0.0738 | 0 |
|  |  | 1st quartile | 6.8681 | 4.085 | 5.87 | 6.2657 | 5.7 |
|  |  | Median | 9.0391 | 5.791 | 7.661 | 9.6603 | 7.764 |
|  |  | 3rd quartile | 15.3615 | 7.85 | 11.344 | 18.6016 | 13.16 |
|  |  | Maximum | 88.4682 | 67.433 | 86.089 | 83.2353 | 88.468 |
| **After QC filtering** | Total number of cells | | 509 | 588 | 595 | 497 | 2,189 |
|  | Average number of genes per cell | | 3,720 | 3,670 | 3,663 | 3,599 | 3,664 |
|  |  | Minimum | 300 | 297 | 303 | 415 | 297 |
|  |  | 1st quartile | 2,880 | 2,925 | 2,552 | 2,979 | 2,829 |
|  |  | Median | 3,829 | 3,878 | 3,826 | 3,680 | 3,828 |
|  |  | 3rd quartile | 4,609 | 4,596 | 4,780 | 4,395 | 4,581 |
|  |  | Maximum | 6,459 | 6,411 | 6,496 | 6,387 | 6,496 |
|  | Average number of reads per cell | | 16,004 | 18,045 | 16,844 | 15,856 | 16,747 |
|  |  | Minimum | 572 | 516 | 507 | 591 | 507 |
|  |  | 1st quartile | 9,342 | 10,557 | 9,180 | 9,838 | 9,608 |
|  |  | Median | 14,946 | 17,315 | 15,315 | 14,497 | 15,414 |
|  |  | 3rd quartile | 21,191 | 23,692 | 22,720 | 20,678 | 22,282 |
|  |  | Maximum | 46,574 | 53,604 | 47,169 | 42,418 | 53,604 |
|  | Average percent of mitochondria genes per cell | | 8.6894 | 5.687 | 7.372 | 8.6976 | 7.527 |
|  |  | Minimum | 0.1506 | 0 | 0 | 0.0738 | 0 |
|  |  | 1st quartile | 6.557 | 3.833 | 5.564 | 5.7253 | 5.258 |
|  |  | Median | 8.0043 | 5.419 | 7.066 | 7.83 | 7.01 |
|  |  | 3rd quartile | 10.5522 | 7.045 | 8.867 | 11.6118 | 9.303 |
|  |  | Maximum | 19.8544 | 18.856 | 19.236 | 19.8853 | 19.885 |

**Table S3**. Summary table of the number and the percent of cells in each cluster and in each treatment.

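Such a table depends on the clusters it counts. In the rebuilt clusters, the mitosis-gene cells of cluster 10 were 35 PBS, 25 LPS, 15 4PBA and 13 LPS+4PBA cells, and cluster 11 had 8, 12, 43 and 25. The granule-gene cluster 6 had 5 PBS, 8 LPS, 67 4PBA and 92 LPS+4PBA cells.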

| **Cluster ID** | **PBS** | | | **LPS** | | | **4PBA** | | | **LPS4PBA** | | | **Total per cluster** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | # cells | % in cluster | % in treatment | # cells | % in cluster | % in treatment | # cells | % in cluster | % in treatment | # cells | % in cluster | % in treatment | # cells per cluster | % from total |
| **0** | 359 | 95% | 72% | 17 | 5% | 3% | 1 | 0% | 0% | - | 0% | 0% | 377 | 17% |
| **1** | 13 | 4% | 3% | 69 | 21% | 12% | 132 | 41% | 26% | 111 | 34% | 19% | 325 | 15% |
| **2** | 1 | 0% | 0% | 16 | 7% | 3% | 74 | 31% | 15% | 147 | 62% | 25% | 238 | 11% |
| **3** | 3 | 1% | 1% | 4 | 2% | 1% | 104 | 45% | 20% | 121 | 52% | 20% | 232 | 11% |
| **4** | 19 | 9% | 4% | 190 | 90% | 32% | - | 0% | 0% | 2 | 1% | 0% | 211 | 10% |
| **5** | 23 | 12% | 5% | 165 | 85% | 28% | 1 | 1% | 0% | 5 | 3% | 1% | 194 | 9% |
| **6** | 37 | 20% | 7% | 82 | 45% | 14% | 9 | 5% | 2% | 53 | 29% | 9% | 181 | 8% |
| **7** | 10 | 6% | 2% | 2 | 1% | 0% | 104 | 62% | 20% | 52 | 31% | 9% | 168 | 8% |
| **8** | 3 | 2% | 1% | 6 | 4% | 1% | 62 | 41% | 12% | 81 | 53% | 14% | 152 | 7% |
| **9** | 27 | 39% | 5% | 20 | 29% | 3% | 14 | 20% | 3% | 9 | 13% | 2% | 70 | 3% |
| **10** | 2 | 5% | 0% | 17 | 41% | 3% | 8 | 20% | 2% | 14 | 34% | 2% | 41 | 2% |
| **Total # cells per treatment & % from total** | 497 | 23% |  | 588 | 27% |  | 509 | 23% |  | 595 | 27% |  | 2,189 |  |

**Table S4.** Statistics of positive and negative gene sets per cluster.

| **Gene Set^*^** | **The number of genes in a gene set type** | **Cluster 0** | **Cluster 1** | **Cluster 2** | **Cluster 3** | **Cluster 4** | **Cluster 5** | **Cluster 6** | **Cluster 7** | **Cluster 8** | **Cluster 9** | **Cluster 10** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **(a+b)** | The number of DEG | 290 | 271 | 371 | 75 | 240 | 97 | 275 | 229 | 131 | 217 | 178 |
| **(b) Positive gene set** | The number of DEG with OCRs | 165 | 184 | 249 | 43 | 132 | 59 | 161 | 134 | 62 | 150 | 96 |
| **(c+d)** | The number of non-DEG | 4,791 | 4,680 | 5,049 | 7,053 | 6,084 | 6,849 | 893 | 6,177 | 4,497 | 7,965 | 7,220 |
| **(c)** | The number of non-DEG without OCRs | 1,614 | 1,649 | 1,746 | 2,458 | 2,089 | 2,305 | 298 | 2,145 | 1,507 | 2,845 | 2,485 |
| **Subset of (c), Negative gene set 1** | The number of non-DEG without OCRs with motifs | 1,479 | 1,508 | 1,597 | 2,261 | 1,916 | 2,123 | 273 | 1,988 | 1,386 | 2,593 | 2,276 |
| **(d) Negative gene set 2** | The number of non-DEG with OCRs | 3,177 | 3,031 | 3,303 | 4,595 | 3,995 | 4,544 | 595 | 4,032 | 2,990 | 5,120 | 4,735 |

* Gene sets (a, b, c, d) were defined in Step 1 in **Figure S3**.

**Table S5.** List of top 10 motifs.

**Table S6.** Motif profile of top 10 motifs from 11 clusters by RF and CT. The motif profile provides motif model names, frequency of the motifs across 11 clusters, TF family names, and motif logos. The original motif model names included “mouse.H11MO” which indicates the source of species and the version of HOCOMOCO database. A list of motif models was ordered by transcription factor family.

| **Method** | **Motif model** | **Freq** | **TF family** | **Motif sequence logo** |
| --- | --- | --- | --- | --- |
| RF | ARI3A.0.D | 10 | ARID-related factors {3.7.1} | 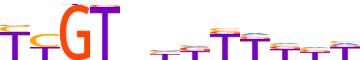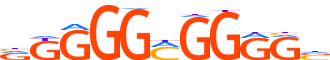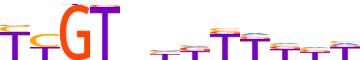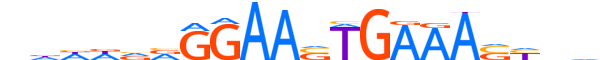 |
| RF | ELF5.0.A | 1 | Ets-related factors {3.5.2} |  |
| RF | ETV5.0.D | 6 | Ets-related factors {3.5.2} |  |
| RF | FLI1.1.A | 1 | Ets-related factors {3.5.2} |  |
| RF | SPI1.0.A | 4 | Ets-related factors {3.5.2} |  |
| RF | SPIB.0.A | 3 | Ets-related factors {3.5.2} |  |
| RF | MAZ.0.A | 3 | Factors with multiple dispersed zinc fingers {2.3.4} |  |
| RF | RREB1.0.D | 1 | Factors with multiple dispersed zinc fingers {2.3.4} |  |
| RF | SALL1.0.D | 1 | Factors with multiple dispersed zinc fingers {2.3.4} |  |
| RF | ZBT17.0.A | 1 | Factors with multiple dispersed zinc fingers {2.3.4} |  |
| RF | FOXJ3.0.A | 1 | Forkhead box (FOX) factors {3.3.1} |  |
| RF | FOXJ3.1.B | 1 | Forkhead box (FOX) factors {3.3.1} |  |
| RF | IRF1.0.A | 6 | Interferon-regulatory factors {3.5.3} |  |
| RF | IRF3.0.A | 6 | Interferon-regulatory factors {3.5.3} |  |
| RF | IRF4.0.A | 4 | Interferon-regulatory factors {3.5.3} |  |
| RF | IRF8.0.A | 2 | Interferon-regulatory factors {3.5.3} | 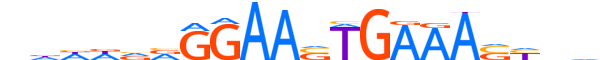 |
| RF | ZN281.0.A | 1 | More than 3 adjacent zinc finger factors {2.3.3} |  |
| RF | PURA.0.D | 1 | PUR {0.0.5} | 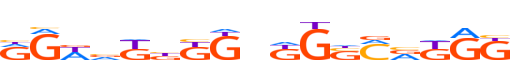 |
| RF | STAT1.0.A | 5 | STAT factors {6.2.1} |  |
| RF | STAT2.0.A | 11 | STAT factors {6.2.1} |  |
| RF | TCF7.0.A | 6 | TCF-7-related factors {4.1.3} |  |
| RF | KLF15.0.A | 9 | Three-zinc finger Krüppel-related factors {2.3.1} |  |
| RF | KLF3.0.A | 1 | Three-zinc finger Krüppel-related factors {2.3.1} |  |
| RF | SP1.0.A | 1 | Three-zinc finger Krüppel-related factors {2.3.1} |  |
| RF | SP1.1.A | 2 | Three-zinc finger Krüppel-related factors {2.3.1} | 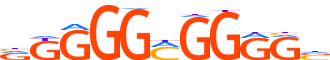 |
| RF | SP3.0.B | 2 | Three-zinc finger Krüppel-related factors {2.3.1} |  |
| RF | SP4.0.B | 8 | Three-zinc finger Krüppel-related factors {2.3.1} |  |
| RF | SP4.1.B | 5 | Three-zinc finger Krüppel-related factors {2.3.1} |  |
| RF | SP5.0.C | 2 | Three-zinc finger Krüppel-related factors {2.3.1} |  |
| RF | FUBP1.0.D | 3 |  | 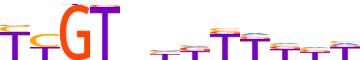 |
| CT | ARI3A.0.D | 11 | ARID-related factors {3.7.1} |  |
| CT | SPI1.0.A | 10 | Ets-related factors {3.5.2} |  |
| CT | SPIB.0.A | 10 | Ets-related factors {3.5.2} |  |
| CT | MAZ.0.A | 3 | Factors with multiple dispersed zinc fingers {2.3.4} |  |
| CT | IRF1.0.A | 11 | Interferon-regulatory factors {3.5.3} |  |
| CT | IRF3.0.A | 1 | Interferon-regulatory factors {3.5.3} |  |
| CT | IRF4.0.A | 10 | Interferon-regulatory factors {3.5.3} |  |
| CT | IRF8.0.A | 9 | Interferon-regulatory factors {3.5.3} | 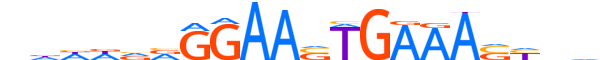 |
| CT | CTCF.0.A | 1 | More than 3 adjacent zinc finger factors {2.3.3} |  |
| CT | WT1.0.B | 9 | More than 3 adjacent zinc finger factors {2.3.3} |  |
| CT | STAT1.0.A | 3 | STAT factors {6.2.1} |  |
| CT | STAT2.0.A | 2 | STAT factors {6.2.1} |  |
| CT | SP1.0.A | 9 | Three-zinc finger Krüppel-related factors {2.3.1} |  |
| CT | SP2.0.B | 7 | Three-zinc finger Krüppel-related factors {2.3.1} |  |
| CT | SP5.0.C | 4 | Three-zinc finger Krüppel-related factors {2.3.1} |  |
| CT | FUBP1.0.D | 10 |  | 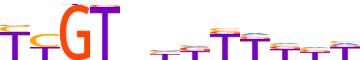 |

**Figure S1.** Quality control metrics. Quality control was preformed and cells with low quality were filtered out. Quality control metrics were generated before filtering cells (A, C) and after filtering cells (B, D). Violin plots (A, B) visualize distribution of the number of genes (# Feature_RNA), the number of UMIs (# Count_RNA), and the percentage of mitochondria genes (percent.mt) detected per cell from four samples. Scatter plots (C, D) visualize relationships between the number of UMIs (# Count_RNA) and the percentage of mitochondria genes (percent.mt) (left) or the number of genes (# Feature_RNA) (right). Correlation values were located on the top of individual scatter plots. Colors of dots indicate identity of cells among four samples.

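The marker genes were matched by their Ensembl identifiers and lie on GRCm38 (mm10). C5ar1 (ENSMUSG00000049130) is on chromosome 7 from 16246743 to 16259540. Ccr2 (ENSMUSG00000049103) is on chromosome 9 from 124101950 to 124113557, and Cx3cr1 (ENSMUSG00000052336) lies on the same chromosome from 119901616 to 120069879. The chemokine genes Ccl9 (ENSMUSG00000019122) and Ccl6 (ENSMUSG00000018927) adjoin on chromosome 11, from 83572919 to 83578636 and from 83587882 to 83593087. Irf7 (ENSMUSG00000025498) is on chromosome 7 from 141262706 to 141266481, Plac8 (ENSMUSG00000029322) on chromosome 5 from 100553725 to 100572245 and Cat (ENSMUSG00000027187) on chromosome 2 from 103453849 to 103485160. Ifit2 (ENSMUSG00000045932) and Ifit3 (ENSMUSG00000074896) lie near each other on chromosome 19, from 34550694 to 34576419 and from 34583531 to 34588731.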

**Figure S2.** Gene expression of 29 marker genes across samples and clusters.

**Figure S3.** Schematic pipeline of motif enrichment analysis and features selection by Chi-squared test and random forest. Each step was performed for individual clusters respectively. There are four steps. First, we defined input gene sets. We collected a positive gene set (b) among genes that were DEG and on OCR. We set up two negative gene sets. Genes in negative gene set 1 (c) were from non-DEG and on non-OCR. Genes in negative gene set 2 (d) were from non-DEG and on OCR. In detail, differentially expressed genes (DEGs) (a, b) in a cluster were obtained from single cell RNA-seq (scRNA-seq) and the DEGs were genes that were expressed at least 10% of cells in the cluster and statistically significant, and whose fold changes were equal to or bigger than 1.5 (percentage of cells >= 0.1 and adjusted p-value < 0.05 and fold change (the cluster vs. the rest of other groups) >= 1.5). Non-DEGs (c, d) in the cluster were genes that were expressed at least 10% of cells in the cluster and statistically not significant, and whose fold changes were smaller than 1.5 (percentage of cells >= 0.1 and adjusted p-value > 0.1 and absolute fold change (the cluster vs. the rest of other groups) < 1.5). Genes in the positive gene set (b) were statistically significant with high fold change values and that had target genes annotated from ATAC-seq peaks. Genes in the negative gene set 1 (c) were genes that were not statistically significant with lower fold change values and that did not have target genes from ATAC-seq peaks. Genes in the negative gene set 2 (d) were genes that were not statistically significant with lower fold change values and that did have target genes from ATAC-seq peaks. Second, we generated hit count matrixes of the positive gene set and the negative gene sets respectively as input data. We scanned 531 HOCOMOCO11 mouse motifs on promoter regions of genes in the gene sets by using FIMO. A cell of a hit count matrix contained the number of hits of a motif on a promoter region of a gene from the motif search. Third, we used Chi-squared test to calculated p-values from contingency tables of individual motifs. Statistically significant motifs (p-value <0.05) were retained and top 10 motifs sorted by -log_10_(p-value) were used to prioritize motifs and further analysis. Fourth, we ran random forest to obtain importance scores and perform feature selection of motifs. We used 5-fold cross-validation with stratified random sampling to split input data into test-train sets and build random forest models. For each iteration, we conducted sub-4-fold cross-validation on the train set. On training set, parameters of a guided regularized random forest were optimized and a model was built. On validation set, the model was evaluated with 18 different evaluation metrics. Also, selected features by the model were reported together with their importance scores. Among four models from the sub-4-fold cross-validation, a best model was selected based on multiplication of ACC, MCC, and F1. The best model and its selected motifs with importance scores were returned to make prediction on test set by the model. Performance of the best model of an iteration was evaluated by its AUC value. We repeated the described process for all other 4 iterations. The best model of a cluster was chosen based on the maximum AUC value from five iterations. The selected motifs by the best model on validation set were retained and top 10 motifs by RF were sorted by their importance score.

**Figure S4**. Performance comparison of gene sets with negative gene set 1 and negative gene set 2. All 84 input motifs were used for evaluation. Input data was separated into five subsets. For each cluster, gene set 1 indicates input gene sets with negative 1 gene set, and gene set 2 indicates input gene sets with negative 2 gene set, as well as positive gene set. (A) Prediction performance in auROC values from 5-fold cross-validation by RF. (B) Log base 10 of P-values by CT.

**Figure S5.** Enriched motifs by random forest (RF) and chi-squared test (CT). Eleven clusters (Y-axis) were ordered corresponding to the potential cellular transition based on the predicted pseudotime. (A) Motif selection results for 11 clusters by RF (top) and CT (bottom). Total 84 motifs from HOCOMOCOv11 database are listed in the x-axis of the plots. CT detected 59 unique motifs and RF detected 82 unique motifs. If motifs were detected by importance scores by RF or significant p-values by CT at least once across 11 clusters, then the motifs were colored in grey. Top 10 motifs identified by each method were highlighted by purple for RF or green for CT. (B) Expression profile of transcription factor genes corresponding to selected motifs in 11 clusters. Expression levels are scaled and sizes of dots are proportional to the percentage of expressed cells in each cluster. Genes were not included if gene accessions from HOCOMOCOv11 are missing in Ensembl annotation file, or genes were not detected in this single-cell RNA-seq data. Some motifs have different names for genes: KAISO - Zbtb33; TF2L1 - Tfcp2l1; THA11 – Thap11; TYY` - Yy1; ZBT17 – Zbtb17.

**Figure S6.** Prediction performance of 11 clusters in (A) auROC and (B) auPRC with top N motifs from random forest (RF) and Chi-squared test (CT) methods (N = {1, …, 10}). Best models were applied to testing data set with certain numbers of motifs as features. By adding top motifs one by one, prediction performances with the different numbers of motifs were evaluated. Each line represents a prediction performance using a ROC curve (A) or PRC (B) with top N motifs as features..

 **Figure S7.** Advantage of feature selection by RF over CT with top N motifs (N = {1, …, 10}). (A) Improvement of prediction performance of 11 clusters with top N motifs in auROC from random forest (RF) and Chi-squared test (CT) methods. There are five auROC values for each box plot from evaluation results to test sets. A black line inside a boxplot, a red dot, and a black dot(s) above or below whiskers represent a median, a mean, an outlier(s) respectively. Prediction results with top 10 motifs by RF show distinct improvement of auROC values with fewer top motifs. (B) Increase of the number of target genes in positive gene sets with top N motifs. For each cluster, individual bars indicate the number of target genes that can be detected by N^th^ motif from RF or CT methods. A red line indicates the accumulated number of target genes that can be detected by 1~N motifs.

How the deposited data were processed for this re-analysis (not part of the article)

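Single-cell RNA sequencing of cultured mouse bone marrow cells was analysed in 4 libraries, 1 each for PBS, LPS, 4PBA and LPS+4PBA, with the cells of 3 mice pooled in each. The authors aligned the reads to mm10 and counted them with Cell Ranger 3.0.2, and the deposited values are the raw count of UMIs per gene and cell barcode, with no normalization. The values were checked to be whole numbers with totals that differ between libraries, and the condition of each library was taken from its label.

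Counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and anndata 0.12.19, and plots were drawn with matplotlib 3.10.9. In each library, genes seen in at least 3 cells and cells with at least 200 genes were loaded, and cells with at most 6500 genes and at most 20% of UMIs from mitochondrial genes were kept. Doublets were called with Scrublet in scanpy (with scikit-learn 1.9.0 and scikit-image 0.26.0) at an expected share of 1% and stayed in the main analysis. Clusters came from Seurat 5.3.0 under R 4.3.3: log normalization to 10000 UMIs per cell, 2000 variable genes, 10 principal components, 20 neighbours and Louvain clustering at resolution 0.8, on all libraries together without a correction between libraries. The paper's text names neither the number of components nor the resolution. A cluster was called rich in a library when over 50% of its cells came from it, and 4PBA-type when at least 80% came from the 2 libraries with 4PBA. A cluster took a cell type's name when at least 2 of the type's markers stood among its 10 top genes, more than of any other type, at least 3 were 2-fold higher than in the other cells, and the first gene was no marker of another type. Cluster 11 met this rule by genes found mostly in 1 cell, and its name is not used. The cells behind the top genes were counted after seeing the data.

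Libraries were compared by the UMIs summed over kept cells, scaled by the total, with genes of at least 100 UMIs in the pair. Intervals are exact, at 95%, and cover counting error only. With 1 library per condition, no test between conditions was possible, and cells were not used as replicates. A count of 0 was read as allowing 3 counts, so that a ratio against it is given as at least that size. The UMIs in the kept cells of a library ranged from 7883086 to 10613532. Within 1 cluster, groups of at least 20 cells and genes of at least 50 UMIs were compared. Neighbours were counted with 497 cells from each library. Their mean shares were given binomial intervals as if counted out of 497 cells, which leaves out that neighbours overlap. The calculation of ratios and intervals was tested on simulated data.

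Genes named are all genes of Figure 2A and the transcription factors and interferon-induced genes of the paper's text, the 10 genes in each direction with the largest ratio in each comparison, ranked by the interval bound nearest to equality (without mitochondrial, ribosomal and unnamed genes), the 4 members of each list with the most UMIs, and the 10 top genes of each cluster and of the pair in each direction. The 40 gene lists were 5 of the paper (Figure 2A pro-inflammatory, anti-inflammatory and transcription factors, and the text's interferon-induced genes and transcription factors), 18 pathways (interferon-stimulated genes, acute cytokines and NF-κB targets, MHC class II, macrophage maturation, lysosome, phagosome and Fc receptors, ribosome, oxidative phosphorylation, proteasome, spliceosome, pentose phosphate pathway, glycolysis, cholesterol synthesis, fatty acid oxidation and PPAR targets, unfolded protein response, antioxidant enzymes, S phase and G2/M phase), 2 of quality (mitochondrial genes, immediate early and heat shock genes) and 15 of cell types (macrophage, classical and non-classical monocyte, neutrophil, granulocyte-monocyte progenitor, conventional and plasmacytoid dendritic cell, mast cell or basophil, eosinophil, B cell, T or NK cell, erythroid cell, megakaryocyte, stromal cell and osteoclast).

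Alternatives were all deposited barcodes, a mitochondrial maximum of 10%, median-of-ratios scaling, totals without mitochondrial and ribosomal protein genes, the mean over cells, minimums of 20 and 300 UMIs, no neutrophil-like cluster, no called doublets, 20 and 30 principal components, resolutions 0.5 and 1.2, another random start, 10 and 50 neighbours, cells of all libraries in the pair of clusters, and clustering without the genes the paper names. Leaving out the granulocyte and dendritic clusters, and leaving out the 1 cell with the most UMIs of a gene, were added after seeing the data. Gene positions are from the GENCODE annotation of mm10, matched by gene identifier. Of the genes the paper names, 2 are not reported here, though they stay members of their gene lists. The flow cytometry, the ATAC-seq data and the motif analysis were not used here.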

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

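The tests of scaling, of too few counts and of granulocyte and dendritic clusters were chosen only after the result was seen, and the others before.

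Genes of the G2/M phase had a median log2 ratio of −0.31 in LPS+4PBA against 4PBA, opposite in sign to 0.95 in LPS against PBS, with 5 of 50 genes at least 1.5-fold lower and none higher. This difference between the effects was not tested.

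Several clusters carried markers of lineages the paper does not discuss. Cluster 6, with 172 cells, had the neutrophil granule genes Ngp, Camp, Lcn2 and Ltf and the eosinophil gene Prg2, the last mostly from 1 cell. Cluster 7, with 169 cells, was neutrophil-like, and cluster 13, with 41 cells, was plasmacytoid dendritic cell-like. In cluster 13, 4 of 6 measured markers of conventional dendritic cells were also at least 2-fold higher. Some other lineage markers among the top genes rest mostly on 1 cell. In cluster 11, with 88 cells, the mast cell or basophil genes Prss34 (566 of 566 UMIs) and Cpa3 (65 of 92) came from 1 4PBA cell, and in cluster 3 the megakaryocyte genes Itga2b (82 of 88) and Ppbp (71 of 71) came from 1 PBS cell. Granulocyte-monocyte progenitor markers were at a median log2 ratio of 6.48 in 4PBA against PBS, among genes the paper does not discuss.

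Interferon-stimulated genes were higher in 4PBA cells of cluster 8 than in PBS cells of cluster 1, with no LPS added, at a median log2 ratio of 2.59 (2.00 to 3.74), with 30 of 33 genes higher and 1 lower. Cluster 1 is low in this list, at −2.38 over all other cells, and the whole 4PBA library was at 0.40 (0.01 to 0.90) against PBS, with 14 of 36 genes higher and 5 lower. So the first value does not show an induction by 4PBA.

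Interferon-stimulated genes were higher in the LPS than in the PBS library, at a median log2 ratio of 1.79. Free RNA from other LPS cells was not excluded. The neutrophil-like LPS cells held the list at 19.5% of its level in the LPS-rich pair (18.0% to 21.0%) and macrophage maturation genes at 3.46% (3.16% to 3.77%). Free RNA of the pair as the only source would give both the same share, but these cells may express the list themselves, with or without free RNA. The comparison held no PBS cells, so it does not bear on the difference between the libraries. Scaling shifts all genes alike and does not account for the list's place above other genes, since its median stood at percentile 100 among 10000 random lists of the same size matched on mean expression. A larger share of cells of types high in these genes cannot be told apart from a response to LPS, because LPS against PBS cells gave −0.02 within cluster 4 and 2.14 within cluster 10, and cells may have moved into cluster 4 through the response itself. A response to LPS stays open, untested with 1 library per condition.

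With 4PBA, the LPS difference in these genes was small, at 0.14. Too few counts were not seen to explain this, since the upper bound of the list's median was 0.33. That bound measures the spread between the genes of the list, to which counting error adds, and is no direct test of depth. Fewer cells of the types that respond cannot be told apart from a weaker response in each cell: within clusters shared by both libraries the highest median was 0.53, in cluster 2, and almost no cell with 4PBA lay in the LPS-rich clusters. An action of 4PBA on the response to LPS stays open.

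Macrophage maturation genes were lower in 4PBA than in PBS, at a median log2 ratio of −1.96. The granulocyte and dendritic clusters are not the whole cause, with −1.80 left without them, though clusters 2 and 3 of immature cells stayed in. Scaling, which shifts all genes alike, does not account for the list's place below other genes, at percentile 0 among 10000 such random lists. Fewer cells with macrophage genes cannot be told apart from a lower level in each cell. The 103 4PBA cells of cluster 8 had a median of −0.02 (−0.44 to 1.45) against the 331 PBS cells of cluster 1, but cluster 8 was picked for its macrophage markers and the 24 genes went both ways, and no cluster held 20 cells of both libraries. An effect of 4PBA on how many cells mature is one hypothesis, and loss of mature cells in the culture or in the filters was not tested.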

How the results depend on the processing

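Leaving out the granulocyte and dendritic clusters, and the 1 cell with the most UMIs of a gene, were settings chosen only after the result was seen. Of 3350 recomputed values of 334 results, 3020 moved by less than their interval, 317 moved further and 13 reversed a sign that was beyond its interval. Of the planned ones, 8 of 452 values on clusters and 3 of 2447 on libraries reversed, and of those added later 2 of 451. Interferon-stimulated genes stayed between 1.45 and 1.81 in LPS against PBS, between 0.08 and 0.20 in LPS+4PBA against 4PBA and between −1.39 and −0.94 in LPS+4PBA against LPS, macrophage maturation genes between −2.09 and −1.54 in 4PBA against PBS, and the distance of 4PBA from LPS+4PBA between 0.14 and 0.20. In the comparison of cluster 9 with cluster 4, 30 principal components gave Ccl6 0.12, Ccl9 7.56, Itgb1 2.51, Cat 4.38, Spi1 −0.84, macrophage maturation genes 8.01 and interferon-stimulated genes 2.18, since another pair of clusters then met the rule. At resolution 0.5 the values there were Aif1 −0.25 and interferon-stimulated genes 0.22, the pair held 59.35% of LPS cells, and as a mean over cells Ccl6 was at 0.02. The share of PBS cells in the largest PBS-rich cluster was 71.23% with 20 and with 30 principal components, 38.83% at resolution 1.2 and 60.18% at a mitochondrial maximum of 10%, the share of LPS cells in LPS-rich clusters was 75.17% with 30 components, and the share of LPS+4PBA cells in 4PBA-type clusters was 62.52% with the named genes left out. The maximum of 10% kept 334 PBS, 535 LPS, 363 4PBA and 501 LPS+4PBA cells, by its own construction. In whole libraries, Spi1 was at 0.06 in LPS+4PBA against LPS with totals without mitochondrial and ribosomal protein genes, Msr1 at 0.22 in 4PBA against PBS as a mean over cells and at 0.02 without the granulocyte and dendritic clusters, Irf8 at −0.01 in LPS+4PBA against 4PBA and interferon-stimulated genes at −0.94 in LPS+4PBA against LPS as a mean over cells, and Prg2 at 2.47 in LPS+4PBA against 4PBA without the 1 cell that held most of its UMIs. The correlation across genes of the LPS ratios without and with 4PBA was 0.48 with all barcodes, 0.41 at 10% mitochondrial, 0.39 and 0.50 with minimums of 20 and 300 UMIs and 0.47 without the granulocyte and dendritic clusters. Where no reason is given, the cause was not tested. Genes with few UMIs, such as Tnf, Irf4 and Spib, are limited by depth.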

Differences from the paper's values

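At the main setting, none of the numbers compared with the paper's was over 1.5-fold from it, the criterion fixed for this. The intervals still left out some of the paper's values: PBS cells in the largest PBS-rich cluster were 66.6% (62.3% to 70.7%) where the paper has 72%, LPS cells in the smaller cluster of the LPS-rich pair 20.1% (16.9% to 23.5%) where it has 28%, and LPS cells among those of the lower-Ccr2 cluster 80.9% (75.0% to 86.0%) where it has 90%. Of the alternatives, resolution 1.2 was further off than that for the share of PBS cells in the largest PBS-rich cluster, at 38.83% where the paper has 72%. The alternatives named here were all set before the data were examined. The other differences below are mostly of direction. In the paper, Ifit2, Ifit3, Irf1 and Irf7 are higher in Ml1 than in Ml2. Here the LPS-rich pair was ordered by Ccr2, which the paper gives as higher in Ml2. By cells per library, both Ml1 and Ml2 are nearest to cluster 4, so cell numbers do not support reading cluster 9 as Ml2, and the directions below hold only for the order by Ccr2. The higher-Ccr2 over the lower-Ccr2 cluster had log2 ratios of 0.16 (−0.06 to 0.38) for Ifit2, 1.06 (0.91 to 1.21) for Ifit3, −0.08 (−0.44 to 0.27) for Irf1 and 0.06 (−0.04 to 0.16) for Irf7. At resolution 0.5 Ifit2 (−0.34), Irf1 (−0.18) and Irf7 (−0.41) had the paper's direction and Ifit3 (0.57) did not. The pair held 59.35% of the LPS cells there, and clusters 4, 9 and 12 together held 59.7% at the main setting. Of the other genes of that comparison, those given here besides Ccr2, which set the order (3.75), had the paper's direction: C5ar1 (−0.95) and Msr1 (−0.95) were higher in the lower-Ccr2 cluster, and Cx3cr1 (2.01), Il18 (1.62) and Irf5 (0.40) in the higher-Ccr2 cluster. LPS cells of cluster 12, LPS-rich but outside the pair, had Ccr2 at 1759 CPM, against 1620 in cluster 9 and 120 in cluster 4. Their Ifit2, Ifit3 and Irf7 were at 3.30, 6.59 and 78.0 CPM, against 122, 185 and 578 in cluster 4. Taken against cluster 4, this is the paper's direction. Irf1 was at 37.4 (25.9 to 52.2) against 54.9 (47.4 to 63.3), with overlapping intervals.

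The paper gives C5ar1, Msr1, Ccl6, Ccl9, Cxcl16, Icam1 and Cd40 as lower in clusters of 4PBA cells than in the PBS cluster. In the whole 4PBA library C5ar1, Ccl6, Cxcl16, Icam1 and Cd40 were lower than in PBS. By cells per library, the paper's clusters C1, C2 and C3 of that statement are nearest to clusters 2, 3 and 5, a match made after seeing the data. Only single clusters were matched, and C1 has 325 cells where cluster 2 has 247, so cluster 2 may be only a part of C1. In 4PBA cells of clusters 2, 3 and 5 against PBS cells of cluster 1, Ccl9 was at −0.12, 0.16 and 1.18. Msr1 was at 0.65 in cluster 5. Against the LPS cells of clusters 4 and 9 together, Ccl9 was lower in all 3 (−2.11, −1.83 and −0.81). In clusters 2 and 3 C5ar1, Msr1, Ccl6, Cxcl16 and Icam1 were all lower. The paper also gives Irf5 as lower in 4PBA cells, which held for the whole library (−0.38) and for clusters 2 and 3 but not for cluster 5 (0.69). The rebuilt clusters are not matched cell by cell to the paper's.

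The paper counts nearly all genes as higher in its cluster C9. Here 87.9% were higher in cluster 10 by UMIs per cell and 54.9% after scaling to CPM. The paper finds 11 clusters, and there were 13 here and 11 at resolution 0.5. The paper calls 3 clusters dominated by 1 sample and states no threshold, and 8 of 13 clusters here drew over 50% of their cells from 1 library. In the paper's own cell numbers, more than 3 clusters also pass 50%, so 3 and 8 are counts at unlike thresholds.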

Other observations

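Glycolysis genes were higher in both LPS and 4PBA than in PBS. The median log2 ratio of the list was 0.91 (0.57 to 1.10) in LPS, with 12 of 17 genes higher and none lower, and 0.84 in 4PBA, also with 12 of 17 higher. Gapdh was at 1.03 and 1.02 and the pyruvate kinase gene Pkm at 1.13 in LPS. LPS+4PBA was at 0.38 against LPS and at 0.25 against 4PBA over whole libraries, and at 0.97 (0.41 to 1.21) within cluster 8, which is high in macrophage maturation genes and where 12 of 16 genes were higher and 1 lower in LPS+4PBA than in 4PBA cells. Mitochondrial genes were at −0.42 (−0.68 to −0.37) in the same cells. For glycolysis genes the comparison gave 0.36 in cluster 5, 0.28 in cluster 2, 0.23 in cluster 3, 0.10 (−0.39 to 0.32) in cluster 11 and 0.09 (−0.12 to 0.36) in cluster 6. Over whole libraries other lists differed too, with classical monocyte markers at 2.71 and mitochondrial genes at −0.63 in LPS against PBS, and granulocyte-monocyte progenitor markers at 6.48 and macrophage markers at −2.56 in 4PBA against PBS, so a change per cell is not separated from a change of cell types or of RNA quality.

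MHC class II genes were at 1.14 (−0.08 to 2.94) in 4PBA against PBS, with 10 of 13 genes higher and 1 lower, among the higher Cd74 (0.87), H2-Aa (1.14) and H2-Eb1 (1.01), and at 0.32 in LPS against PBS, 0.41 (−0.27 to 1.13) in LPS+4PBA against LPS and −0.33 in LPS+4PBA against 4PBA. Classical monocyte markers were at 3.18 in 4PBA against PBS, so a change of cell types is not separated from a change per cell. 4PBA is known as a chemical chaperone. Genes of the unfolded protein response and ER chaperones were at medians of 0.28 in LPS against PBS, 0.10 in 4PBA against PBS, 0.22 in LPS+4PBA against LPS and 0.00 in LPS+4PBA against 4PBA, and in the last no gene of 25 was 1.5-fold apart. Hspa5, which encodes BiP, the ER chaperone that senses unfolded proteins, was at −0.04 in 4PBA against PBS, Hsp90b1 at −0.07, Calr at 0.35 and Canx at −0.58.

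Acute cytokines and NF-κB targets were at −1.05 in 4PBA against PBS and in LPS+4PBA against LPS, with 10 of 13 and 9 of 14 genes lower, and at −0.05 in LPS+4PBA against 4PBA. Within cluster 4, LPS cells were lower in them than the 40 PBS cells there, at −1.30 (−2.98 to −0.75) with 11 of 13 genes lower. Few cells can carry such a gene, as 154 of the 174 Cxcl2 UMIs of the cluster were from PBS cells and 77 of them from 1 cell. Macrophage maturation genes were at −0.71 in LPS against PBS, with 15 of 25 genes lower, and interferon-stimulated genes at 0.40 in 4PBA against PBS. S phase genes were at 0.11 in LPS+4PBA against 4PBA. The macrophage marker list was at −0.74 in LPS against PBS, −2.33 in LPS+4PBA against LPS and −0.80 in LPS+4PBA against 4PBA, and granulocyte-monocyte progenitor markers were at 3.83, 3.50 and −0.11 in the same comparisons. In LPS against PBS, Mpo in the LPS library drew 35.5% of its UMIs from 1 cell.

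The 2 interferon-induced genes of the paper's text were at medians of 1.81 in LPS against PBS, 0.18 in 4PBA against PBS, −1.73 in LPS+4PBA against LPS and −0.09 in LPS+4PBA against 4PBA. The transcription factors of Figure 2A were at −0.72 and 0.05 in the last 2 of these, and the anti-inflammatory genes at 1.41, 1.63 and 0.12 in the comparisons other than 4PBA against PBS. Osteoclast markers were at −0.19, −0.39, −0.99 and −0.15 in the 4 comparisons, from 2 or 3 genes. Of mast cell or basophil markers, 5 were measured in LPS+4PBA against 4PBA, at −0.61, and 2 in each other comparison. Of eosinophil markers 2 were measured, at 5.81 in LPS+4PBA against LPS and −1.08 in LPS+4PBA against 4PBA, where Prg2 drew 94.8% of its UMIs in the 4PBA library from 1 cell. Of B cell markers and of T or NK cell markers 1 gene each was measured, and of erythroid, megakaryocyte and stromal markers none.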
